# Biology and Bias in Cell Type-Specific RNAseq of Nucleus Accumbens Medium Spiny Neurons

**DOI:** 10.1038/s41598-019-44798-9

**Published:** 2019-06-06

**Authors:** Hope Kronman, Felix Richter, Benoit Labonté, Ramesh Chandra, Shan Zhao, Gabriel Hoffman, Mary Kay Lobo, Eric E. Schadt, Eric J. Nestler

**Keywords:** Bioinformatics, Gene expression analysis, Genetics of the nervous system

## Abstract

Subcellular RNAseq promises to dissect transcriptional dynamics but is not well characterized. Furthermore, FACS may introduce bias but has not been benchmarked genome-wide. Finally, D1 and D2 dopamine receptor-expressing medium spiny neurons (MSNs) of the nucleus accumbens (NAc) are fundamental to neuropsychiatric traits but have only a short list of canonical surface markers. We address these gaps by systematically comparing nuclear-FACS, whole cell-FACS, and RiboTag affinity purification from D1- and D2-MSNs. Using differential expression, variance partitioning, and co-expression, we identify the following trade-offs for each method. RiboTag-seq best distinguishes D1- and D2-MSNs but has the lowest transcriptome coverage. Nuclear-FACS-seq generates the most differentially expressed genes and overlaps significantly with neuropsychiatric genetic risk loci, but un-annotated genes hamper interpretation. Whole cell-FACS is more similar to nuclear-FACS than RiboTag, but captures aspects of both. Using pan-method approaches, we discover that transcriptional regulation is predominant in D1-MSNs, while D2-MSNs tend towards cytosolic regulation. We are also the first to find evidence for moderate sexual dimorphism in these cell types at baseline. As these results are from 49 mice (n_male_ = 39, n_female_ = 10), they represent generalizable ground-truths. Together, these results guide RNAseq methods selection, define MSN transcriptomes, highlight neuronal sex differences, and provide a baseline for D1- and D2-MSNs.

## Introduction

The ability to isolate individual populations of cells with a homogeneous molecular profile has allowed biological inquiry to address new, more refined regulatory functions. Studies are parsing biological signals from complex, heterogeneous tissues and thereby revealing effects masked by cell type variability^1–4^. This work brings us one step closer to understanding the quantum nature of biology and to developing therapeutics that leverage its heterogeneity, rather than ones that lose efficacy as a consequence of it. We report here a comprehensive, technical comparison of cell isolation methodologies for RNAseq, and leverage the biological context of our study to provide new insight into the function of D1- and D2-type medium spiny neurons (MSNs) of the nucleus accumbens (NAc), part of the ventral striatum.

Several techniques exist that allow isolation of cell type-specific RNA. Some depend on FACS, using fluorescent labels to sort cell populations into discrete tubes. These FACS-based techniques can operate on either whole cells or on purified nuclei. On the other hand, methods like RiboTag affinity purification depend on cell type-specific genetically tagged ribosomal subunits, which can be immunoprecipitated in order to obtain samples of cell type-purified RNA. Importantly, the RNA isolated by such ribosomal affinity purification methods represents mRNA undergoing active translation at the ribosome.

While these techniques have been widely used in various tissues, they have not been systematically compared in a well-controlled framework for brain. There are substantial differences between methods; for example, whole cell-FACS and RiboTag extract cells from fresh tissue, while nuclear-FACS does so typically from frozen tissue; RiboTag and nuclear-FACS use a mechanical dissociation protocol, while whole cell-FACS uses an enzymatic one; and each recovers a different subpopulation of RNA species. Based on the literature and on procedural documentation for these methods, we hypothesize that they uncover related but only partially overlapping gene sets and biological functions.

Unlike library preparation methods for whole-genome and whole-transcriptome analysis, which have been carefully compared and assessed for biasing effects^5–8^, cell isolation protocols have been inconsistently compared and have yielded conflicting results. Several studies have analyzed differences generated by isolation of either whole cells or nuclei, but these studies are often performed in cell culture^6,9^, which lacks the heterogeneity and variability of *in vivo* tissues, and they draw limited conclusions about the biological types of transcripts isolated by each technique. Comparative studies on more complex tissues confine their interpretation to effects of each technique on a subset of differentially expressed genes, transcript length or RNA biotype^10^.

Few RNAseq studies have included a comparison between FACS-isolated cells/nuclei and ribosomal purification techniques like TRAP or RiboTag, and therefore ignore the important question about which RNA species are isolated by the latter methods that capture active translation^11–13^. Those studies that include such a comparison have relatively simple biological endpoints like method repeatability and contamination, and lack the comprehensiveness of a whole-genome analysis^6,10,14^.

The absence of a methodical comparison of whole cell-FACS, nuclear-FACS, and RiboTag affinity purification is becoming increasingly problematic as an increasing number of studies using these techniques are published and their results taken at face value. These techniques capture different cellular processes while simultaneously defining the same cellular identity. Only a head-to-head comparison for the same cell types can demonstrate if they predominantly capture differences or similarities, and identify the nature of those biases. The present study was designed to address this deficiency in the field.

Our two cell types of choice are both GABAergic MSNs of the NAc, a forebrain region implicated in reward and motivation. Both MSN subtypes respond to dopamine, but do so through the activity of different dopamine receptors^15,16^, display different physiology in response to reward-related stimuli^17–19^, and generate different behavioral outcomes^20–27^. Whole cell-FACS^15^ and TRAP^11^ have been used to distinguish between D1- and D2-MSNs, but the two methods have not been compared directly and these prior studies focused on the entire striatal complex, of which the NAc represents a small sub-region. Here, we use all three RNA isolation methods – whole cell-FACS, nuclear-FACS, and RiboTag – to provide a deeper characterization of these behaviorally relevant NAc cell types than ever before. Most importantly, this study presents the first genome-wide, biological network-focused analysis of the contribution of these three methods to RNA characterization.

## Results

### Comparison of library complexity and distribution

As noted in the Introduction, whole cell-FACS, nuclear-FACS, and RiboTag affinity purification have methodological differences and retrieve different subcellularly-located RNAs. We provide a schematic of the important technological differences in sample preparation in Fig. 1a. Each method has unique elements: nuclear-FACS can be performed on frozen tissue, whole cell-FACS uses enzymatic – not mechanical – dissociation, and RiboTag affinity purification uses immunoprecipitation as opposed to FAC sorting. To compare the ability of these methods to distinguish D1- and D2-MSN populations from the NAc, we generated RNAseq libraries using ribo-depleted, total RNA isolated from the NAc of individual D1- or D2-Cre mice (see Methods). The libraries were prepared using the same kit and sequenced on the same platform using the same parameters. 

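D1- and D2-Cre mice labelled male supplied the NAc tissue. The paper states that each sample came from a different mouse, although its supplement lists the ninth whole cell D1 library as a repeat of number 1. In whole cell-FACS, cells with a cytoplasmic fluorophore were sorted from fresh tissue after papain treatment. In nuclear-FACS, nuclei with a GFP label were sorted from frozen tissue. In RiboTag, ribosomes carrying the HA-tagged protein Rpl22 were immunoprecipitated from fresh tissue. The authors deposited the count of fragments on each of 52636 Ensembl genes of the mouse genome GRCm38, over the whole gene body and without normalization. They counted a fragment that overlapped several genes for each of these genes, without regard to strand, and left out fragments that aligned to several places. The table holds the number 3 whole cell D2 library as a pair of lanes, which were summed, so that the whole cell comparison had 9 D1 and 6 D2 libraries. Total counts ranged from 7876138 to 27965357 in whole cell libraries, from 3701255 to 68777008 in nuclear libraries and from 24076888 to 43089016 in RiboTag libraries. The median total was 12573750 in whole cell D1, 6964784 in nuclear D1, 38446843 in nuclear D2, 31232523 in RiboTag D1 and 33559748 in RiboTag D2 libraries. A count was recorded on 41654 ± 2439 genes (SD, n = 9) in whole cell D1, 31989 ± 3956 (SD, n = 7 with lanes apart) in whole cell D2, 32028 ± 8012 (SD, n = 6) in nuclear D1 and 46915 ± 7168 (SD, n = 5) in nuclear D2 libraries. RiboTag libraries had a count on 21500 ± 699 genes (SD, n = 6) in D1-MSNs. D1- and D2-MSNs were compared within each method by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, and a positive log2 fold change stands for a higher level in D2-MSNs. As in the paper's methods, a DEG had an adjusted p-value of at most 0.05, an absolute log2 fold change above 0.38 and a mean normalized count above the 25th percentile. Nuclear DEGs also had a standard error of the log2 fold change below the 75th percentile. The cell type labels were set against the dopamine receptor genes. The promoters of these genes drove the label in the mice, so this check is not independent of the transgenes. Drd1 (ENSMUSG00000021478, chromosome 13, 54051183 to 54055705) had an FPKM of 49.9 ± 24.6 (SD, n = 9) in whole cell D1 and 1.79 ± 1.63 (SD, n = 6) in whole cell D2 libraries. In nuclear libraries its FPKM was 5.45 ± 2.87 (SD, n = 6) in D1 and 0.886 ± 0.274 (SD, n = 5) in D2, and in RiboTag libraries 5.74 ± 0.770 (SD, n = 6) and 1.49 ± 0.313 (SD, n = 6). Drd2 (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) had an FPKM of 0.386 ± 0.157 (SD, n = 9) in whole cell D1 and 19.9 ± 13.8 (SD, n = 6) in whole cell D2 libraries. Its FPKM was 1.89 ± 0.882 (SD, n = 6) in nuclear D1 and 3.51 ± 1.07 (SD, n = 5) in nuclear D2 libraries. In RiboTag libraries it was 0.102 ± 0.0256 (SD, n = 6) in D1 and 0.672 ± 0.0688 (SD, n = 6) in D2.

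**Figure D1:**
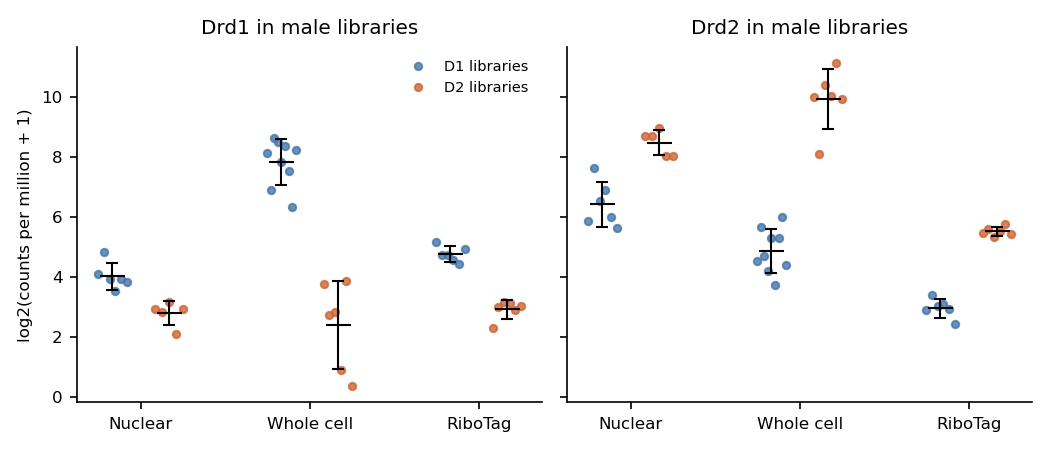
CPM of Drd1 and Drd2, as log2(CPM + 1), in each male library of the 3 methods, with the lanes of the number 3 whole cell D2 library summed. Points are libraries, and bars give the mean ± SD. In each method the D1 libraries lie above the D2 libraries for Drd1 and below them for Drd2, and the gap is narrowest for Drd1 in nuclear libraries, from 8.00 to 10.6 CPM.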

Thirty-nine samples were used for downstream analyses, constituting 16 whole cell-FACS (D1 n = 9, D2 n = 7), 11 nuclear-FACS (D1 n = 6, D2 n = 5), and 12 RiboTag (D1 n = 6, D2 n = 6) samples. We first confirmed that nuclear sequencing produces a larger percentage of intronic reads (Supplementary Fig. 1a), consistent with previous findings^5,28^.

**Figure 1:**
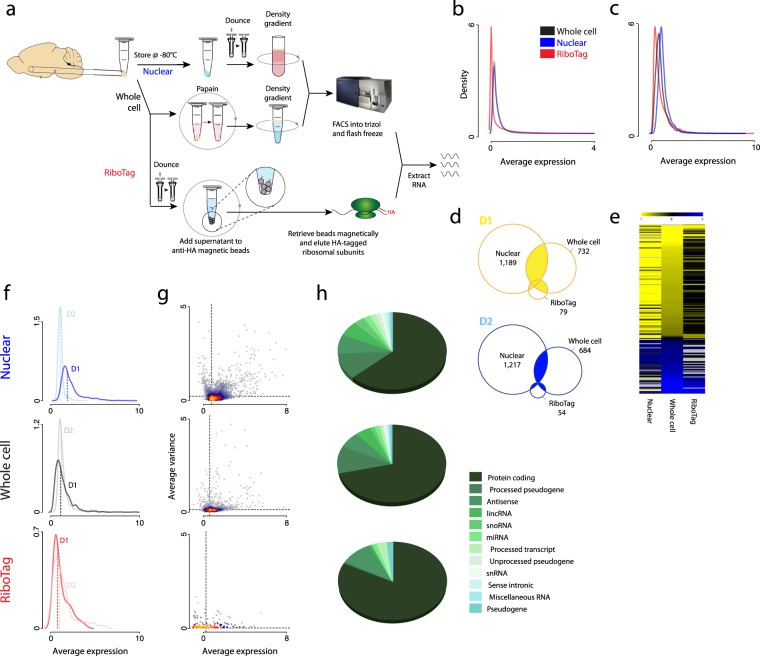
Library characterization demonstrates fewer differentially expressed transcripts and a predominance of protein coding genes in RiboTag compared to whole cell and nuclear RNAseq. (**a**) Method scheme for whole cell FACS, nuclear FACS, and RiboTag affinity purification showing key differences in steps involving sample preparation, cell dissociation, and retrieval of cellular fractions. (**b**) Density plot for all methods of ln([average FPKM] + 1) of all genes captured shows that RiboTag does not capture a number of genes. (**c**) Density plots for all methods of ln([average FPKM] + 1) of differentially expressed genes show similar distributions across method. (**d**) Overlap of D1- and D2-enriched differentially expressed genes across all methods (total D1 overlap = 134; total D2 overlap = 64). (**e**) Fold change of differentially expressed genes from most D1-enriched in yellow to most D2-enriched in blue, sorted by fold change in whole cell (black = low fold change, grey = not detected in the dataset). (**f**) Density plots for each method of ln([average FPKM] + 1) of D1 (dark line) and D2 (light line) differentially expressed genes in the respective cell types; medians are indicated with dashed lines. (**g**) Mean-variance plots comparing ln(variance) to ln([average FPKM] + 1) of differentially expressed genes in pooled D1- and D2-MSNs show only slight differences across methods. (**h**) Gene biotype distributions for each method’s differentially expressed genes show a decreasing proportion of protein coding genes from the RiboTag to the whole cell to the nuclear dataset.

Differential RNA expression between D1 and D2 MSNs was performed within each method, and signatures were compared across methods. 

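With genes kept at more than 1 FPM in at least 2 libraries and no FPKM filter, 30791 genes were tested in nuclear, 33627 in whole cell and 10677 in RiboTag libraries. Of the 7290 nuclear DEGs, 5965 were D1-enriched and 1325 D2-enriched. Whole cell libraries gave 41 DEGs, 19 D1-enriched and 22 D2-enriched, and RiboTag libraries 333, of which 221 were D1-enriched and 112 D2-enriched. DEGs found in the same direction by at least 2 methods numbered 92 D1-enriched and 17 D2-enriched genes. Nuclear and RiboTag libraries shared 86 D1-enriched DEGs, where 112.3 were expected from the genes tested in both (Fisher's exact test across genes, two-sided p = 0.000388). They shared 1 D2-enriched DEG, with 1.85 expected (Fisher's exact test, p = 1). Whole cell and RiboTag libraries shared 11 D1-enriched DEGs against 0.311 expected (Fisher's exact test, p = 3.04e-16) and 15 D2-enriched DEGs against 0.210 expected (p = 1.2e-26). Genes are not independent replicates in these tests.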

With typical relaxed filtering parameters (≥1 fragments per million (FPM) in ≥2 samples and differential expression p_adjusted_ ≤ 0.05, 30% change, top 75% of mean size factor normalized count), overlap in differentially expressed genes (DEGs) between conditions was not very high (Supplementary Fig. 1b), and the nuclear DEG pool was large and non-specific. Based on this nuclear DEG observation, we implemented a strict filter to remove genes with very low and very high value fragments per kilobase per million (FPKM; keeping genes with FPKM ≥1 in at least one sample and ≤5 × 10^4^ in all samples, Supplementary Fig. 1c). These filters reduced intronic and intergenic noise^29^ and eliminated artifacts of sample-specific overamplification of short-length genes. In contrast to nuclear and whole cell libraries, the RiboTag method had more lowly-expressed genes (Fig. 1b), necessitating different filtering cut-offs. This is consistent with previous literature^30^. 

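FPKM was computed on the gene span with the effective library sizes of each method's own libraries. Over the genes with a count, the median FPKM was 0.0215 in RiboTag libraries (30453 genes), 0.301 in nuclear libraries (51520 genes) and 0.402 in whole cell libraries (49500 genes). An FPKM of at least 1 was reached by 4.31% of these genes in RiboTag, 10.95% in nuclear and 17.8% in whole cell libraries. The 10 highest genes held 87.3% ± 0.719 (SD, n = 6) of the counts of RiboTag D1 libraries and 87.6% ± 0.414 (SD, n = 6) of those of RiboTag D2 libraries. They held 44.3% ± 21.9 (SD, n = 6) of the counts in nuclear D1, 10.1% ± 3.92 (SD, n = 5) in nuclear D2 and 5.43% ± 2.15 (SD, n = 9) in whole cell D1 libraries. In whole cell D2 libraries the share was uneven, at 18.3% ± 20.7 (SD, n = 7 with lanes apart) and up to 54.5%. A single gene, CT010467.1, was the highest in every male RiboTag D1 and nuclear D1 library. It held 26.7 to 27.7% of the counts in the former and 6.17 to 20.9% in the latter. When library sizes were scaled over all male libraries together, a choice made after the values scaled within each method had been seen, the median was 0.0891 in RiboTag, 0.201 in nuclear and 0.180 in whole cell libraries. The share of genes with an FPKM of at least 1 then had the opposite order, with 14.5% in RiboTag, 5.90% in nuclear and 5.60% in whole cell libraries. Among the 4631 genes that passed the filters of all 3 methods, this scale moved RiboTag from the lowest to the highest place, with a median FPKM of 1.75 in RiboTag, 0.634 in nuclear and 0.732 in whole cell libraries, against 0.421, 1.00 and 1.77 when scaled within each method.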

We therefore implemented a less strict low-FPKM filter for the RiboTag dataset balanced by requiring observations in multiple samples (FPKM ≥0.1 in ≥2 samples). This filter dramatically increased RiboTag overlap compared to that found using the stringent FPKM filter for all methods (Supplementary Fig. 1d). These empirically-determined FPKM filtering parameters optimized comparison between the conditions, generating similar transcriptome-wide FPKM distributions across methods (Fig. 1c).

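When RiboTag genes had to reach an FPKM of 1 in at least 1 library and stay at or under 50000 in all, 1332 genes were tested and 43 were DEGs, 27 of them D1-enriched and 16 D2-enriched. The less strict filter kept 6783 genes. It raised the DEGs found by at least 2 methods from 41 to 62 D1-enriched genes and from 13 to 21 D2-enriched genes. Between RiboTag and whole cell libraries, the strict filter left 12 D1-enriched and 5 D2-enriched DEGs in common, and between RiboTag and nuclear libraries 9 and 0.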

Nuclear DEGs appeared to still be somewhat non-specific, and we ran a logistic regression to determine parameters contributing to nuclear DEG overlap vs. non-overlap (Supplementary Table 1). 

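Before any filter on the standard error, 1300 nuclear DEGs were called, and 79 of them were also DEGs, in either direction, in whole cell or RiboTag libraries. The median standard error of the log2 fold change was 0.371 in these 79 genes and 0.291 in the other nuclear DEGs. A logistic regression modelled the overlap on the standard error together with the mean count, gene length, the mean and SD of FPKM, the absolute log2 fold change, the absolute test statistic and the negative log10 of the adjusted p-value. The coefficient of the standard error was 1.72 (standard error 2.98, n = 1300 genes, p = 0.564), where a positive value stands for a higher standard error in overlapping genes. Taken alone, its coefficient was 0.220 (n = 1300 genes, p = 0.685). With the estimates of DESeq2, 195 of 1756 nuclear DEGs overlapped, and the direction changed, with a coefficient of -2.79 (standard error 1.77, n = 1756 genes, p = 0.115) in the full regression and -1.37 (p = 0.00142) for the standard error alone. The regression runs across genes, which are not independent replicates.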

Perhaps due to increased variance in the set of nuclear DEGs (Fig. 1g), StandardError(log_2_foldchange) was significantly higher in non-overlapping nuclear DEGs compared to overlapping ones (logistic regression β = 5.4, p_post-hoc_ = 2.0 × 10^−2^). We therefore removed nuclear DEGs within the top quartile of StandardError(log_2_foldchange), greatly improving the specificity of this pool (Fig. 1d) and generating a robust population of cross-method D1-MSN- and D2-MSN-enriched genes, whose fold change followed similar patterns across methods (Fig. 1e).

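Fold changes were compared across the genes tested in both methods of a pair, which are not independent replicates. Nuclear and whole cell log2 fold changes had a Pearson's r of 0.0439 and a Spearman's rho of 0.107 over 8096 genes, of which 54.5% had the same sign. For nuclear against RiboTag libraries, r was -0.0119 and rho -0.0601 over 4712 genes, with 46.7% of the same sign. For whole cell against RiboTag libraries, r was 0.319 and rho 0.164 over 6394 genes. Among DEGs the agreement in sign was larger for some pairs. Of the 146 RiboTag DEGs tested in whole cell libraries, 85.6% had the same sign there (r = 0.757). Of the 264 whole cell DEGs tested in RiboTag libraries, 68.2% did (r = 0.687). The share was 67.8% for the 1057 nuclear DEGs tested in whole cell libraries (r = 0.0615). It was 56.4% for the 227 whole cell DEGs tested in nuclear libraries (r = -0.085). Of the 130 RiboTag DEGs tested in nuclear libraries, 49.2% had the same sign, and of the 892 nuclear DEGs tested in RiboTag libraries 42.3%. The genes called in the same direction by all 3 methods were Drd1, Stmn1, Ywhah, Lrpap1, Nefl and Sfxn1, which lies within 200 kb of Drd1, in D1-MSNs, and Drd2 and Grik3 in D2-MSNs. Lrpap1 and Nefl are named because of this result. Stmn1 (ENSMUSG00000028832, chromosome 4, 134468320 to 134473843) had a log2 fold change of -1.65 (edgeR, standard error 0.462, adjusted p = 0.0293) in nuclear, -2.42 (standard error 0.255, adjusted p = 7.96e-06) in whole cell and -1.17 (standard error 0.113, adjusted p = 7.12e-08) in RiboTag libraries. Its FPKM in nuclear D1 libraries varied nearly as much as its mean, at 7.64 ± 7.42 (SD, n = 6), against 1.26 ± 0.329 (SD, n = 5) in nuclear D2 libraries.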

More genes were differentially expressed between the two cell types in the nuclear (2,361) compared to the whole cell (1,416) and RiboTag (133) datasets (Fig. 1d, Supplementary Table 2). These nuclear DEGs included genes of a wide variety of coding and non-coding biotypes (Fig. 1g), and the percentage of protein-coding DEGs increased steadily from nuclear (61.59%) to whole cell (69.52%) to RiboTag (82.71%). This bias towards protein-coding genes in the RiboTag dataset manifests before the implementation of differential expression, as demonstrated by the method’s relatively lower capture of short-length genes across the transcriptome, an effect which disappears when analyzing only protein-coding genes (Supplementary Fig. 1e).

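After the FPKM filters, 1132 of 9224 genes were DEGs in nuclear libraries, 837 D1-enriched and 295 D2-enriched. In whole cell libraries 329 of 16634 genes were DEGs, 221 D1-enriched and 108 D2-enriched, and in RiboTag libraries 174 of 6783, 110 D1-enriched and 64 D2-enriched. These numbers depended on the setting, with 7355 nuclear and 40 whole cell DEGs for summed exons in place of the gene span as gene length, 1508 and 854 with DESeq2, and 0 and 129 with the replicate number as a block. Whole cell DEGs numbered 161 without the ninth D1 library, which the paper's supplement lists as a repeat of number 1, and 174 with these summed. The balance of whole cell DEGs depended on the scaling, with 109 D1-enriched and 240 D2-enriched genes under DESeq2's size factors. A list of 10 markers was fixed before the data were examined: Drd1, Pdyn, Tac1, Isl1 and Chrm4 for D1-MSNs, and Drd2, Adora2a, Penk, Gpr6 and Sp9 for D2-MSNs. In whole cell and in RiboTag libraries all 10 had an adjusted p-value within 0.05 in the direction of their cell type, whether adjusted over all genes tested or over the list alone. In nuclear libraries 8 of the 10 were tested and 3 had an adjusted p-value within 0.05 by either adjustment, Drd1 and Drd2 in the direction of their cell type and Penk in the opposite one. The nuclear log2 fold change was -1.75 (edgeR, standard error 0.297, adjusted p = 0.00919) for Drd1, 1.74 (standard error 0.210, adjusted p = 0.00218) for Drd2 and -2.41 (standard error 0.456, adjusted p = 0.00919) for Penk. Penk (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) had an FPKM of 60.5 ± 37.9 (SD, n = 6) in nuclear D1 and 6.11 ± 3.38 (SD, n = 5) in nuclear D2 libraries, but 30.2 ± 16.9 (SD, n = 9) in whole cell D1 and 311.5 ± 171.1 (SD, n = 6) in whole cell D2 libraries. In whole cell libraries the log2 fold change was -5.08 (standard error 0.547, adjusted p = 1.04e-05) for Drd1 and 5.30 (standard error 0.400, adjusted p = 5.43e-08) for Drd2, and in RiboTag libraries -1.94 (standard error 0.108, adjusted p = 3.44e-12) and 2.71 (standard error 0.105, adjusted p = 2.53e-15). Ankk1 and Ttc12, which lie within 200 kb of Drd2, also differed in nuclear libraries, with log2 fold changes of 1.86 and 3.64, as did Sfxn1 beside Drd1, with -0.68.

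**Figure D2:**
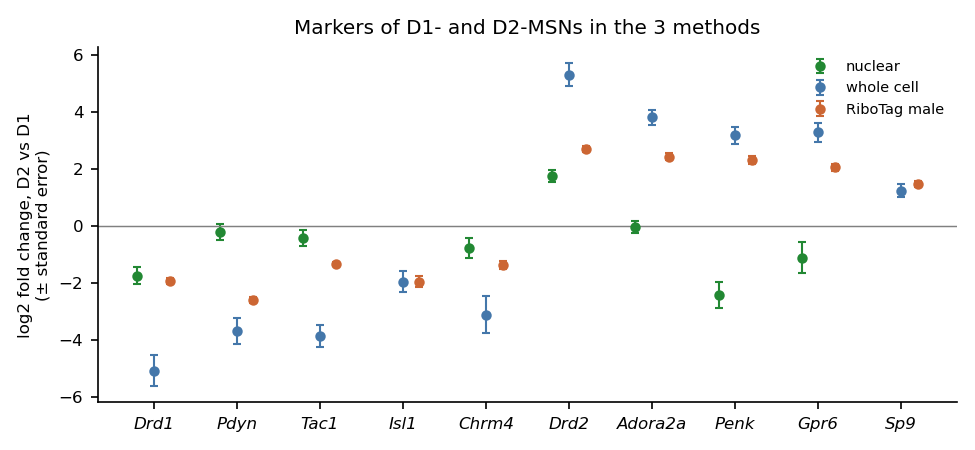
Log2 fold change of D2- against D1-MSNs, on the vertical axis, for the canonical markers tested in nuclear, whole cell and RiboTag libraries. Points are estimates, bars their standard errors, and values above 0 are higher in D2-MSNs. Penk is at -2.41 in nuclear libraries and at 3.16 in whole cell and 2.31 in RiboTag libraries.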

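Protein-coding genes made up 79.6% of nuclear DEGs (901 of 1132, 95% Clopper-Pearson interval 77.1 to 81.9%), 84.5% of whole cell DEGs (278 of 329, 80.1 to 88.2%) and 89.7% of RiboTag DEGs (156 of 174, 84.1 to 93.75%). By Fisher's exact test across genes, two-sided, the share was 4.91 percentage points higher in whole cell than in nuclear DEGs (p = 0.0476) and 10.1 points higher in RiboTag than in nuclear DEGs (p = 0.00123). The difference of 5.16 points between RiboTag and whole cell DEGs had a p-value of 0.134. Without the FPKM filter the order of the first pair changed, with 78.0% in whole cell and 81.4% in nuclear DEGs. The non-coding nuclear DEGs included 92 antisense RNAs, 36 lincRNAs and 26 snoRNAs. Fragments that overlap several genes were counted for each, and 42.0% of the 231 nuclear non-coding DEGs overlapped a DEG of the same direction, against 5.46% of 3663 other non-coding genes tested.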

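Of the 17184 annotated genes with a span under 1000 bases, 1.21% had more than 1 FPM in at least 2 RiboTag libraries, compared with 7.39% in nuclear and 14.2% in whole cell libraries. For longer genes the share was 29.7% in RiboTag, 83.5% in nuclear and 88.3% in whole cell libraries. Among protein-coding genes alone, 714 had such a short span, and 4.90% of them were captured by RiboTag, 11.2% by nuclear and 22.4% by whole cell libraries. Short genes made up 0.368% of the protein-coding genes captured by RiboTag, 0.408% of those captured by nuclear and 0.795% of those captured by whole cell libraries, against 1.94%, 4.14% and 7.26% over all biotypes. Protein-coding genes were 87.2% of the genes tested in RiboTag, 57.8% in nuclear and 55.2% in whole cell libraries.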

Density plots of whole cell and RiboTag DEG average FPKMs within D1-MSNs and D2-MSNs did not show a detectable difference in distribution between cell types (Fig. 1e, Supplementary Table 3). However, in the nuclear dataset, there was a notable difference between cell types, with D2-enriched DEGs having a lower average FPKM than D1-enriched DEGs. 

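In whole cell libraries the median FPKM of D1-enriched DEGs in D1-MSNs was 1.81 and that of D2-enriched DEGs in D2-MSNs 2.32 (Mann-Whitney test across genes, n = 221 and 108 genes, p = 1.67e-05). The order of these medians changed when DEGs were called with DESeq2, to 2.15 for D1-enriched and 1.77 for D2-enriched DEGs (n = 330 and 524 genes, p = 0.0477). With summed exons as gene length it was kept, at 7.93 and 33.1 (n = 221 and 108 genes, p = 1.07e-18). In RiboTag libraries the medians were 0.360 and 0.538 (n = 110 and 64 genes, p = 0.744), and with summed exons as gene length 1.90 and 3.12 (n = 110 and 64 genes, p = 0.0028). In nuclear libraries they were 3.82 for D1-enriched and 0.746 for D2-enriched DEGs (n = 837 and 295 genes, p = 6.17e-130), a ratio of 5.11. FPKM used DESeq2's size factors over all genes, while DEGs were called after TMM normalization of the filtered genes. The median ln(FPKM + 1) of D2-enriched nuclear DEGs was 0.558 in D2-MSNs and 0.560 over all nuclear libraries, so not higher in D2-MSNs. The ratio and the shares under an FPKM of 1 thus hold on the FPKM scale only. Of the nuclear D2-enriched DEGs, 258 (87.5%) had an FPKM under 1 in D2-MSNs, compared with 10 (1.19%) of the D1-enriched DEGs. Olfactory and vomeronasal receptor genes, which were taken to be silent in the NAc, gave a measure of background. The count it predicts for all genes was 40.2% ± 9.22 (SD, n = 5) of the counts of nuclear D2 and 7.38% ± 8.27 (SD, n = 6) of those of nuclear D1 libraries. With it subtracted, 335 D2-enriched DEGs were called, of which 276 (82.4%) were under an FPKM of 1. The FPKM was that of the counts as deposited, so this share does not give their level after subtraction. Genes are not independent replicates in these tests.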

Given its lower expression level and small overlap with RiboTag D2-DEGs, the D2 nuclear profile may represent stochastic transcriptional noise in D2-MSNs which, at baseline, does not correspond to active translation, but which poises cells to respond to future stimuli.

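Among the 4712 genes tested in both nuclear and RiboTag libraries, 123 were D2-enriched nuclear DEGs and 44 D2-enriched RiboTag DEGs. They had 2 genes in common, where 1.15 were expected (Fisher's exact test across genes, two-sided p = 0.320), and 3 of the nuclear ones were D1-enriched in RiboTag libraries. For D1-enriched DEGs, 16 genes were shared and 14.0 expected (Fisher's exact p = 0.556), and 10 nuclear ones were D2-enriched in RiboTag libraries. Nuclear and whole cell libraries shared 30 D1-enriched DEGs, with 14.4 expected (Fisher's exact p = 0.000101), and 8 D2-enriched DEGs, with 2.45 expected (p = 0.00304). With DESeq2 they shared 28 D2-enriched DEGs, with 21.7 expected (Fisher's exact p = 0.173). Without the FPKM filter they shared 1, with 0.928 expected (Fisher's exact p = 0.613). The D2-enriched result thus depended on the setting, while the D1-enriched overlap stayed above its expectation in both. Whole cell and RiboTag libraries shared 28 D1-enriched DEGs, with 2.68 expected (Fisher's exact p = 6.78e-22), and 15 D2-enriched DEGs, with 0.610 expected (p = 8.61e-18). From the lower expression of the D2-enriched nuclear DEGs and their small overlap with RiboTag, the paper proposes that this nuclear profile is transcriptional noise that leaves D2-MSNs ready for later stimuli.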

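Over the DEGs of each method, the median ln(FPKM + 1) was 1.03 in nuclear, 0.919 in whole cell and 0.273 in RiboTag libraries. The median variance of ln(FPKM + 1) between libraries was 0.1945 in nuclear, 0.0846 in whole cell and 0.00442 in RiboTag DEGs. With summed exons as gene length, the first pair of medians changed order, to 2.10 in nuclear and 2.24 in whole cell DEGs, with 1.06 in RiboTag DEGs.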

Nuclear DEGs had a higher median log(FPKM + 1) (0.76) than whole cell (0.61) or RiboTag (0.24) DEGs, as well as a higher median variance (nuclear = 0.24, whole cell = 0.13, RiboTag = 0.02) (Fig. 1f). This is largely driven by the higher median variance of nuclear D2-DEGs (0.31) than nuclear D1-DEGs (0.21). 

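The median variance of ln(FPKM + 1) was 0.297 in the D1-enriched and 0.0139 in the D2-enriched nuclear DEGs. On the FPKM scale it was 4.78 and 0.0451 (Mann-Whitney test across genes, which are not independent replicates, n = 837 and 295 genes, p = 2.39e-136). With summed exons as gene length the direction was the same, at 0.461 in D1-enriched and 0.0450 in D2-enriched nuclear DEGs on the logarithmic scale.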

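Across the 4631 genes that passed the filters of all 3 methods, mean FPKM had a Pearson's r of 0.321 and a Spearman's rho of 0.675 between nuclear and whole cell libraries. Between nuclear and RiboTag libraries r was 0.292 and rho 0.656, and between whole cell and RiboTag libraries r was 0.0500 and rho 0.805. The largest p-value of these 3 Pearson correlations was 0.000661. As ln(mean FPKM + 1), r was 0.805, 0.842 and 0.847 for these pairs in turn. The variance of FPKM had an r of 0.0395 (p = 0.00724) and a rho of 0.795 for nuclear and whole cell libraries, and an r of 0.0791 (p = 7.14e-08) and a rho of 0.767 for nuclear and RiboTag libraries. For whole cell and RiboTag libraries it was an r of 0.00104 (p = 0.944) and a rho of 0.766. Genes are not independent replicates, so these p-values describe genes and not mice.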

Importantly, within genes passing the FPKM filter in all conditions, FPKM is significantly correlated across method, as is variance (Supplementary Table 4).

Finally, we demonstrate that these data can be used to model RNA regulatory dynamics across cellular compartments, extending previous work with ribosomal and whole cell data^31^. Using a negative binomial generalized linear model (Supplementary Fig. 2a), effects of transcriptional, cytosolic and translational regulation were deduced. Genes undergoing one or more of these levels of regulation were overlapped (Supplementary Fig. 2b). 

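The 4631 genes were fitted in a single edgeR model with a coefficient for each method and cell type over all male libraries. Transcriptional regulation was the difference between D2- and D1-MSNs in nuclear libraries, cytosolic regulation the whole cell difference minus the nuclear one, and translational regulation the RiboTag difference minus the whole cell one. At an adjusted p-value of at most 0.05, 2660 genes had no regulation. D1-enriched transcriptional regulation together with D2-enriched cytosolic regulation, and no translational regulation, was found in 541 genes, and the opposite pattern in 206. D1-enriched transcriptional regulation alone was found in 411 genes and D2-enriched transcriptional regulation alone in 334. The nuclear difference enters the transcriptional and the cytosolic contrast with opposite signs, so these categories share their sampling error.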

The largest overlap was seen for genes transcriptionally enriched in D1 nuclei, but cytosolically enriched in D2-MSNs. Upstream miRNA analysis of this list using miRTarBase^32^ generated 27 mouse miRNAs (Fisher’s exact test two-sided p_adjusted_ < 0.05), and 4 of these were differentially enriched in D2-nuclei but not in D2-whole cells (Supplementary Fig. 2c), pointing to cell type-specific mechanisms of subcellular transcriptional regulation. Numbers of genes falling into each category of regulation suggest that D1-MSNs undergo predominantly transcriptional and translational regulation, while D2-MSNs undergo predominantly cytosolic regulation.

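Transcriptional regulation was found in 1518 genes, 971 D1-enriched and 547 D2-enriched. Cytosolic regulation was found in 1201 genes, 403 D1-enriched and 798 D2-enriched, and translational regulation in 76 genes, 47 D1-enriched and 29 D2-enriched. Of the alternatives, a looser gene filter moved the transcriptional and cytosolic numbers most, to 11604 and 6933 genes, but it tested 30323 genes in place of 4631. On the same 4631 genes, the dispersion from the methods of the contrast only moved them most, to 1058 and 712. The direction of translational regulation changed with the looser filter, to 11 D1-enriched and 23 D2-enriched genes. It also changed with the dispersion estimated from whole cell and RiboTag libraries only, to 81 and 89. Of the canonical markers, 8 were in the model and all 8 differed cytosolically, with Penk, whose nuclear difference was opposite to the whole cell one, at a log2 difference of 5.62 (standard error 0.455, adjusted p = 2.64e-11). From the numbers of genes in each category, the paper proposes that regulation is mainly transcriptional and translational in D1-MSNs and mainly cytosolic in D2-MSNs.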

### Variance partitioning of the combined datasets

Having assessed the transcriptome-coverage and basic library composition for each method, we analyzed the major sources of variance between and within the three datasets. 

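Principal components were computed on DESeq2's variance-stabilized counts of the 500 most variable genes. PC1 carried 90.7% and PC2 3.85% of the variance of all male libraries. On these components, the centroids of nuclear and whole cell libraries were 29.6 units apart, those of nuclear and RiboTag libraries 99.7 and those of whole cell and RiboTag libraries 113.2. With log2 CPM in place of variance-stabilized counts, these distances were 37.8, 162.3 and 184.2. Over all genes they were 73.1, 311.2 and 306.3, so that nuclear and RiboTag libraries were then the farthest apart.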

A principal component analysis revealed strong separation of samples by method (Fig. 2a), with RiboTag samples differing the most from the other two methods, and clustering together most tightly. 

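The mean distance of a library to the centroid of its method was 27.6 ± 17.5 (SD, n = 11) for nuclear, 12.4 ± 6.81 (SD, n = 15) for whole cell and 0.873 ± 0.604 (SD, n = 12) for RiboTag libraries. By two-sided permutation tests with 100000 resamples, the nuclear mean was 15.3 higher than the whole cell mean (p = 0.00544). It was 26.7 higher than the RiboTag mean, and the whole cell mean was 11.5 higher than the RiboTag mean (p = 2e-05 for both, the smallest that these permutations can give). RiboTag libraries ranged from 0.218 to 1.89 and nuclear libraries from 1.11 to 57.4.

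**Figure D3:**
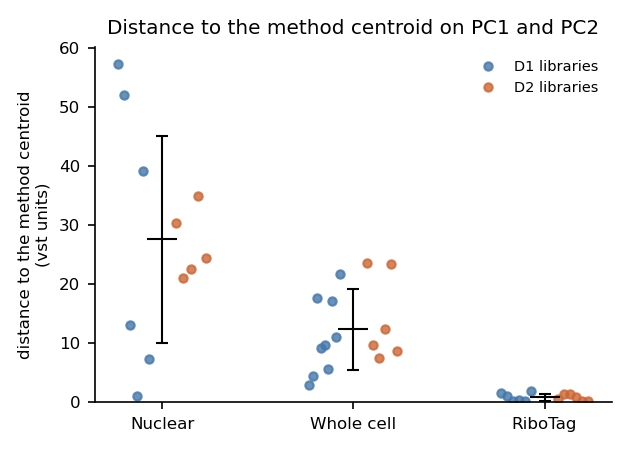
Distance of each male library to the centroid of its method on PC1 and PC2, in units of variance-stabilized counts. Points are D1 and D2 libraries, and bars give the mean ± SD of each method, 27.6 ± 17.5 for nuclear, 12.4 ± 6.81 for whole cell and 0.873 ± 0.604 for RiboTag libraries.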

The Euclidean distances between method cluster centroids were higher for RiboTag (*d* (WholeCell, Nuclear) = 41, *d* (RiboTag, Nuclear) = 75, *d* (RiboTag, WholeCell) = 69) and the mean Euclidean distances within method to each cluster centroid were significantly smaller for RiboTag ($${\bar{d}}_{{\rm{RiboTag}}}$$ = 1.7, $${\bar{d}}_{{\rm{WholeCell}}}$$ = 5.9, $${\bar{d}}_{{\rm{Nuclear}}}$$ = 10.9, two-sided t-test p < 5 × 10^−5^ for both RiboTag comparisons, p = 0.005 for WholeCell vs Nuclear). Samples from each method separated clearly by cell type (Fig. 2a, insets), and this was also seen in PC5/PC6 of the combined data (Supplementary Fig. 3a). 

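When principal components were computed within each method, D1 and D2 libraries did not overlap on PC1 of nuclear libraries, with means of -25.8 ± 33.0 (SD, n = 6) and 31.0 ± 5.72 (SD, n = 5; exact permutation test, two-sided p = 0.00433). Nor did they overlap on PC1 of RiboTag libraries, with -5.13 ± 1.23 (SD, n = 6) and 5.13 ± 0.930 (SD, n = 6; exact permutation p = 0.00216). On PC1 of whole cell libraries the means were 1.79 ± 12.6 (SD, n = 9) and -2.68 ± 18.2 (SD, n = 6; exact permutation p = 0.581), and on PC2 they were -6.22 ± 4.19 and 9.33 ± 13.1 (exact permutation p = 0.00799). Log2 CPM moved the whole cell result most, with PC1 means of -18.0 ± 7.86 and 27.1 ± 40.8 (exact permutation p = 0.0016). Over all genes, PC1 of whole cell libraries had an exact permutation p = 0.477. The whole cell difference on PC2 was not within 0.05 in either alternative, with an exact permutation p = 0.0571 over all genes and 0.0935 with log2 CPM. In the combined data, the cell types differed on PC6, with overlap (1.46 ± 1.92, n = 21, against -1.80 ± 2.50, n = 17, permutation p = 2e-05), while PC5 did not (permutation p = 0.139). Both calls depended on the setting, since PC6 had a permutation p = 0.0972 with log2 CPM and PC5 a permutation p = 0.00608 over all genes. PC5 and PC6 carried 0.509% and 0.228% of the variance. These components were tested singly without adjustment.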

Method accounted for more variability than cell type, though this is likely due to the similarity of the two cell types studied. 

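On PC1 of the combined data, D1 libraries had a mean of 2.08 ± 52.0 (SD, n = 21) and D2 libraries of -2.575 ± 58.4 (SD, n = 17; permutation p = 0.795), a difference far within the spread of either group. From the larger share of method, the paper proposes that the similarity of the cell types accounts for the small share of cell type.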

When comparing our datasets to published RiboTag RNAseq from liver cells^30^, most of the variability in the combined data (PC1, 50.5%) was due to tissue, while less variability (PC2, 30.6%) separated RiboTag datasets from whole cell and nuclear (Supplementary Fig. 3b)

**Figure 2:**
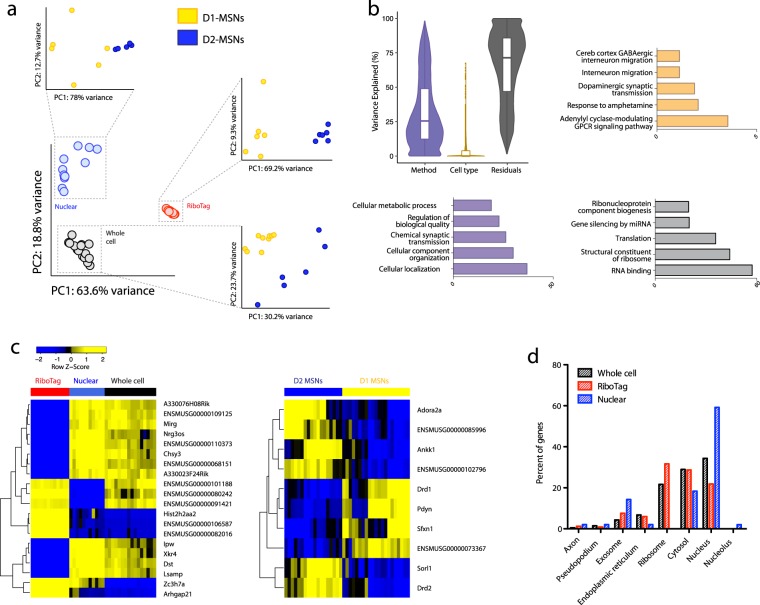
Method accounts for the most variance and method-variable genes are associated with their expected subcellular compartments. (**a**) Principal component analysis (PCA) across all samples showing separation by method; PCA within method showing separation by cell type (insets). (**b**) Percent variance explained by method, cell type and residuals with GO enrichment of method-, cell type-, and residual-variable genes. (**c**) Gene expression profiles of the top 20 and top 10 most method- and cell type-variable genes, respectively. (**d**) Subcellular localization of method-variable genes shows enrichment of nuclear-variable genes in the nucleus, and RiboTag-variable genes in the ribosome, as expected.

Variation within the total data was further explored using variance partitioning analysis (Fig. 2b). Variance in expression of a given gene that was not explained by method of separation or by cell type was categorized as ‘residual’. 

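Variance was divided with a linear mixed model per gene, fitted by lme4 to variance-stabilized counts with random intercepts for method and cell type, over 18070 genes that passed the filter of any method. The mean residual share was 44.0% and its median 41.9%. For 7537 genes the residual was the largest component. The mean residual share was 48.6% with fixed effects in place of random intercepts and 38.7% over the 4631 genes that passed the filters of all 3 methods.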

On average, 65.3% of transcriptome-wide variance is explained by residual factors, which could include parameters such as the duration and method of trituration^7,33,34^. This number goes down to 53.6% when only analyzing genes found in all datasets (Supplementary Fig. 3c, Supplementary Table 5). 

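Over the 4631 genes that passed the filters of all 3 methods, the residual share was 38.7%, that of method 56.2% and that of cell type 5.10%. Method was the largest component for 3119 of these genes, the residual for 1486 and cell type for 26.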

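The mean share of method over the 18070 genes was 52.5% and its median 54.0%, and method was the largest component for 10485 genes. Keeping the lanes of the number 3 whole cell D2 library apart gave a mean share of 51.2%. Fixed effects gave 48.1% for method and 48.6% for the residual. The residual was then the largest component for 9249 genes and method for 8800, so the order of method and residual depended on the model.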

Method accounted for 32.0% of transcriptional variance, and such method-variable genes enriched for expected GO terms relating to cellular localization, which likely has to do with the range of biotypes represented in this gene list (Supplementary Table 6). 

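The share of cell type had a mean of 3.505% and a median of 0.731% over the 18070 genes, and it was the largest component for 48 of them. Drd2 had the highest share, 79.1%, followed by Ankk1 with 78.7%, which lies within 200 kb of Drd2. Sfxn1, within 200 kb of Drd1, had 73.0% and Drd1 itself 66.5%. The share was 65.7% for Fam20c, 64.9% for Trib2, 63.6% for Necab1 and 62.2% for Slitrk6, and their shares for method were 0, 0, 0.789 and 8.95%.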

Our biological variable of interest (cell type) exerted a small effect on transcriptional variance across samples, with only 2.7% of variance explained by cell type (Fig. 2b). This is consistent with the fact that D1- and D2-MSNs are highly similar neurons as noted earlier, which in fact cannot be readily distinguished by PCA on single cell RNAseq of whole striatum^35^. Interestingly, Gene Ontology (GO) analysis of this small list of cell type-variable genes using g:Profiler^36,37^ showed enrichment for expected functions relating to dopamine signaling (Fig. 2b, Supplementary Table 7). This striking – though unsurprising – result highlights the importance of normalizing the method of cellular separation in order to reduce noise in a given dataset and magnify the focus on biological variability.

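By the mixed model, the share of variance explained by method was highest for the microRNA gene Gm47311, with 98.7%, followed by Hist2h2aa2 with 98.4% and Arhgap21 with 98.2%. Among the highest 20 genes the lowest share was 96.95%, for Nrg3. Mean log2 CPM of Hist2h2aa2 were 3.20 in RiboTag, -2.48 in nuclear and -4.28 in whole cell libraries, the last at the level of no count. Arhgap21 had 15.2 in RiboTag, 7.97 in nuclear and 6.49 in whole cell libraries, and the microRNA gene Gm23935 had 16.2, 11.0 and 2.43. Ptprd was higher in nuclear libraries, with 10.5, than in whole cell (9.29) and RiboTag (6.86) libraries. The processed pseudogene Gm4202 was at 7.82 in RiboTag and 6.98 in whole cell libraries and at -1.99 in nuclear libraries.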

The top 20 method-variable genes are displayed along with the z-score of their library-normalized expression across method (Fig. 2c). It is interesting to note that many of these top method-variable genes are uncharacterized (8/20, 40%). 

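Of the 20 genes with the highest share for method, 7 (35%) carried only a predicted-gene or clone name: Gm47311, Gm4202, Gm5559, Gm23935, Gm9801, Gm12715 and 5330438D12Rik. The biotypes listed for them were microRNA, processed pseudogene, lincRNA and processed transcript.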

The percentage of annotated genes steadily increased as the list length increased, demonstrating a bias towards unannotated genes among the most highly method-variable transcripts.

Whole cell- and nuclear-variable genes largely cluster together (Fig. 2c). RiboTag-variable genes comprise a largely non-overlapping pool, though some are shared with whole cell. Future experiments using only one of the methods included here, but seeking to discover consistent biology across cellular compartments, can reduce the technological bias in their data by removing method-enriched genes identified in this study (Supplementary Table 8).

Using RNAlocate, a database of subcellular RNA transcript localization generated across tissues and biological timepoints^38^, we investigated cellular distribution of method-variable genes (Fig. 2d). Our results show the expected subcellular distribution of these genes based on the compartments for which each method respectively enriches. We demonstrate the bias of nuclear isolation towards nuclear-located transcripts, and RiboTag purification towards ribosomal transcripts, with whole cell showing an intermediate profile. 

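The method in which each of 1992 genes of the paper's list of method-variable genes had its highest mean FPKM was determined again from the deposited counts, and the locations are those printed in that list. With FPKM scaled over all male libraries together, a choice made after the values had been seen, 50 of 138 genes highest in nuclear libraries with a listed location (36.2%) were in the nucleus. The share was 34.1% for genes highest in whole cell and 21.3% for genes highest in RiboTag libraries. In the ribosome were 9.42% of the genes highest in nuclear, 25.0% of those highest in whole cell and 30.4% of those highest in RiboTag libraries (160 of 527). With FPKM scaled within each method, the shares in the nucleus changed order, with 22.4% for nuclear, 25.4% for whole cell and 25.0% for RiboTag, the last from 20 genes. In the ribosome they were then 4.08%, 29.8% and 20.0%.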

Interestingly, the nuclear-variable list showed the highest percentage of exosomally-located transcripts.

### Method-associated topological networks

Variance partitioning analysis revealed genes whose transcriptional variability was determined most by method and cell type. Because many of the method-variable genes were unannotated, potential for further biological interpretation of them was limited. Therefore, in order to generate more functional conclusions about method-related genes, we employed Weighted Gene Co-expression Network Analysis (WGCNA)^39^, which generates transcriptional networks based on the co-expression of genes across a population of samples. For every network module calculated with WGCNA, the eigengene (i.e., first principal component) was used to capture the relative expression changes observed in each module across samples. These eigengenes were further clustered and correlated with each other as well as cell type, method, and/or sex.

Network modules were generated by collapsing across all methods, which resulted in 9 unique modules. Of these 9, correlation analysis discovered one RiboTag-associated module, one nuclear-associated module, and one whole cell-associated module. The top 20 hub genes and their first level connections were extracted in order to generate “hub networks” for modules of interest (see Methods), and these hub networks were probed for functional and biological enrichments using g:Profiler (Supplementary Table 7).

The RiboTag-associated module enriched for terms relevant to protein-coding activity (GO:0005515, p_adjusted_ = 1.48 × 10^−14^; GO:0006412, p_adjusted_ = 9.02 × 10^−4^; KEGG:03010, p_adjusted_ = 2.21 × 10^−3^; REAC:R-MMU-72702, p_adjusted_ = 1.29 × 10^−2^) (Supplementary Table 7). Many of the top twenty hub genes in this network are involved in crucial neuronal functions: organization of DNA (*Hist2h2aa2*, *Zbtb7a*, *Hcfc1*, *Hnrnpa3*, *Chd3*), regulation of cell growth (*Celsr2*, *Clstn1*), microtubular organization (*Pcdhgc4*, *Gphn*), and protein quality control (*Vcp*, *Bag6*). 

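The 11 hub genes Hist2h2aa2, Zbtb7a, Hcfc1, Hnrnpa3, Chd3, Celsr2, Clstn1, Pcdhgc4, Gphn, Vcp and Bag6 were ranked by FPKM among all genes with a count. By the mean over the 3 methods, their percentiles ran from 83.2 for Zbtb7a to 96.9 for Gphn. Within each method separately, 10 of the 11 were above the 70th percentile in every method, with Gphn at 70.2 in whole cell libraries. The exception was Hist2h2aa2 (ENSMUSG00000063954, chromosome 3, 96239749 to 96240276), which was at percentile 97.1 in RiboTag, 57.6 in nuclear and 0.372 in whole cell libraries. Its FPKM was 4.17 ± 0.433 (SD, n = 6) in RiboTag D1 and 3.62 ± 0.381 (SD, n = 6) in RiboTag D2 libraries. With all male libraries scaled together, 9 of the 11 were above the 70th percentile in every method. Gphn, at 69.8 in whole cell libraries, was then an exception as well.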

Their centrality in the RiboTag-associated hub network is congruent with their high levels of expression (all above the 70^th^ percentile of expression by FPKM across method) and their importance in baseline cellular functioning.

The whole cell module enriched for terms relating to cellular energetics (GO:0022900, p_adjusted_ = 3.52 × 10^−6^; GO:0006119, p_adjusted_ = 1.14 × 10^−5^; GO:0044265, p_adjusted_ = 3.61 × 10^−3^) and to RNA processing (GO:0003723, p_adjusted_ = 6.04 × 10^−5^; REAC:R-MMU-72163, p_adjusted_ = 1.12 × 10^−2^). In comparison, the nuclear module enriched for behaviorally relevant terms (GO:0007610, p_adjusted_ = 8.17 × 10^−4^; GO:0050890, p_adjusted_ = 4.57 × 10^−3^) and “Voltage-gated potassium channels” (REAC:R-MMU-1296072, p_adjusted_ = 1.26 × 10^−2^), highlighting the importance of transcriptional control as a means of regulating K^+^ channel activity^40–42^, as well as perhaps the function of nuclear K^+^ channels in transducing signals of neuronal activity to the nucleus^43,44^.

Using data from the NHGRI-EBI genome-wide association study (GWAS) Catalog^45^, we overlapped hub networks with known risk loci for neuropsychiatric diseases (Fig. 3 and Supplementary Table 9). In the nuclear hub network, we found a significant overall enrichment (Fig. 3d, OR = 5.36, Fisher’s exact test two-sided p = 3.23 × 10^−3^, 5/146 term genes). Neither of the other two method-associated hub networks showed overall enrichment for neuropsychiatric GWAS hits (Fig. 3b,c). The nuclear hub network enrichment was driven by genes implicated in Alzheimer’s disease (*APOE*), non-alcoholic drug-related phenotypes (*RAB4B-EGLN2*), and cognitive ability (*LRRN2* and *MAPT*). This demonstrates an ability of the nuclear method, over and above the other two, to detect disease-relevant genes.

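In nuclear libraries Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had an FPKM of 52.6 ± 35.8 (SD, n = 6) in D1 and 5.34 ± 2.58 (SD, n = 5) in D2. Its log2 fold change was -2.44 (edgeR, standard error 0.435, adjusted p = 0.00919). In whole cell libraries its FPKM was 0.872 ± 0.227 (SD, n = 9) in D1 and 1.67 ± 1.01 (SD, n = 6) in D2, and in RiboTag libraries 0.799 ± 0.139 and 0.805 ± 0.135 (SD, n = 6 each). Nuclear FPKM of Mapt was 1.56 ± 0.385 in D1 and 1.03 ± 0.218 in D2, that of Lrrn2 1.26 ± 0.284 and 0.931 ± 0.133, and that of Rab4b 0.798 ± 0.224 and 0.872 ± 0.331 (SD, n = 6 and 5). Fold changes were computed after TMM normalization of the filtered genes and FPKM on DESeq2's size factors, so their directions can differ. The nuclear log2 fold change was 0.38 for Lrrn2 (edgeR, adjusted p = 0.0301), 0.78 for Rab4b (adjusted p = 0.0719) and 0.19 for Mapt (adjusted p = 0.332). Of these genes and Ppp1r16b, a gene of the paper's supplementary table, 2 of 5 had an adjusted p-value within 0.05 over all genes and 3 of 5, Rab4b included, over the list alone. Without the FPKM filter the log2 fold changes of Lrrn2, Rab4b and Mapt were -0.76, -0.22 and -0.93. Other named genes moved down with them, as Drd2 did from 1.74 to 0.57, so these changes of sign follow a common shift in nuclear libraries.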

**Figure 3:**
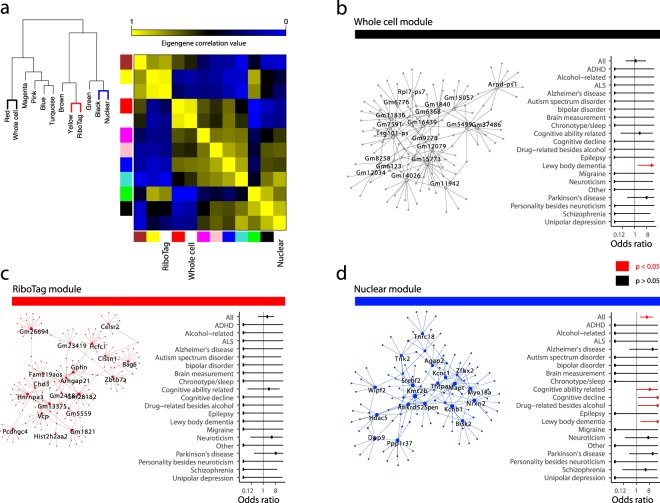
Method-correlated WGCNA modules provide insight into the biological function of key regulatory and unannotated genes. (**a**) Dendrogram of hierarchical relationship and cluster-map showing correlation values of module and method eigengenes. (**b**) Whole cell hub network including top 20 hub genes (labeled) and their first degree edges; enrichment of GWAS genes among whole cell hub network genes (Fisher’s Exact Test). (**c**) RiboTag hub network including top 20 hub genes (labeled) and their first degree edges; enrichment of GWAS genes among ribosomal hub network genes. (**d**) Nuclear hub network including top 20 hub genes (labeled) and their first degree edges; enrichment of GWAS genes among nuclear hub network genes.

### Cell type-associated topological networks

To investigate the ability of each method to characterize these biologically similar cell types, we performed WGCNA separately on samples from each method (Figs 4a and 5a). Within each method, hub networks were derived, as above, for modules most correlated to cell type eigengenes. These networks are displayed in Figs 4b and 5b, with node size scaled for relative, within-network degree of connectivity, and hub genes labeled.

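The hub genes labelled in Figs 4b and 5b were scored as the mean z-score of log2 CPM in each library. Scores of D1 and D2 libraries were compared by exact two-sided permutation tests, 18 in all, adjusted together. Each list came from the same libraries in its own method, so a difference there was built in. In their own method, D2 minus D1 was -1.49 for the whole cell, -1.63 for the nuclear and -1.68 for the RiboTag D1 hub genes, and 1.07, 1.55 and 1.81 for the D2 hub genes. In the other methods, the D1 whole cell hub genes were lower in D2 libraries, by -1.11 in nuclear (adjusted exact p = 0.00866) and -0.364 in RiboTag libraries (adjusted exact p = 0.0357). The D1 RiboTag hub genes differed by -1.24 in nuclear (adjusted exact p = 0.00866) and -0.554 in whole cell libraries (adjusted exact p = 0.0222). The D1 nuclear hub genes differed by -0.137 in whole cell (adjusted exact p = 0.782) and by 0.517 in RiboTag libraries (adjusted exact p = 0.110), within the spread of the libraries. The D2 whole cell hub genes went in opposite directions, at -1.55 in nuclear (adjusted exact p = 0.00866) and 0.785 in RiboTag libraries (adjusted exact p = 0.0731). The D2 nuclear hub genes were lower in D2 whole cell libraries, by -0.640 (adjusted exact p = 0.0437), and higher in D2 RiboTag libraries, by 0.493 (adjusted exact p = 0.04675), where 5 of the 20 genes could be used. The D2 RiboTag hub genes differed by -0.942 in nuclear (adjusted exact p = 0.0222) and by 1.21 in whole cell libraries (adjusted exact p = 0.00719). In nuclear libraries, the hub genes of the other methods were thus lower in D2 whether they came from D1 or D2 lists. The nuclear difference of the D1 lists is therefore no evidence of their cell type. The scores used log2 CPM without an FPKM filter. With the first principal component as the score, which is on another scale, the D1 nuclear hub genes differed by 4.59 in RiboTag libraries (adjusted exact p = 0.00649), the D2 nuclear hub genes by 0.388 there (adjusted exact p = 0.729) and the D1 RiboTag hub genes by -2.01 in whole cell libraries (adjusted exact p = 0.1825). Without Drd1 and Drd2, the D1 whole cell hub genes differed by -0.286 in RiboTag libraries (adjusted exact p = 0.0974).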

**Figure 4:**
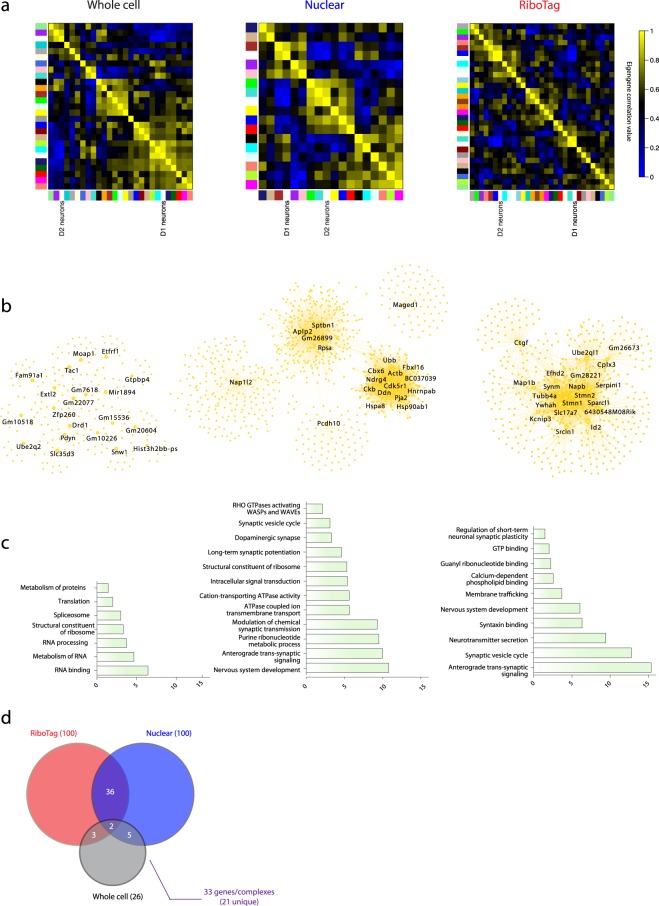
D1 hub networks from multiple methods demonstrate convergent biological function and transcriptional regulation. (**a**) WGCNA cluster-map with correlations among module eigengenes and D1 cell type; D1 was most correlated with the cyan module in whole cell (Pearson correlation coefficient = 0.91; p-value = 7.0 × 10^−7^), the brown module in nuclear (corr = 0.81; p-value = 2.0 × 10^−3^), and the turquoise module in RiboTag (corr = 0.94; p-value = 8.0 × 10^−6^). (**b**) D1 module hub networks for each method with hub nodes labeled. (**c**) D1 module GO and KEGG/reactome pathway terms with −log(p-value) of enrichment. (**d**) Overlap of top 100 whole cell, nuclear and RiboTag TFBSs with number of corresponding transcription factors indicated above the arrow.

**Figure 5:**
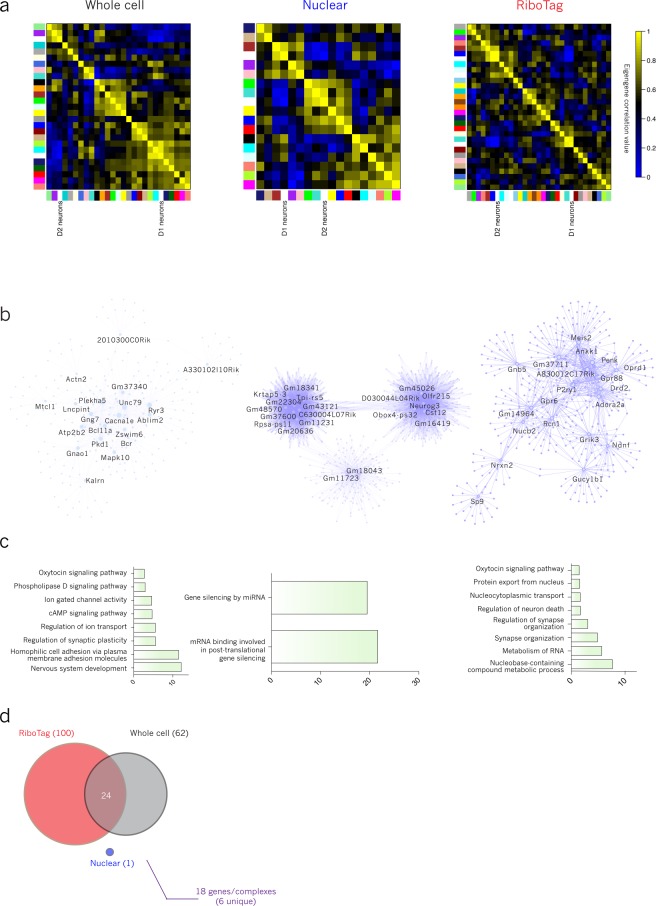
D2 hub networks from multiple methods demonstrate convergent biological function and transcriptional regulation. (**a**) WGCNA cluster-map with correlations among module eigengenes and D2 cell type; D2 was most correlated with the purple module in whole cell (corr = 0.83; p-value = 7.0 × 10^−5^), the turquoise module in nuclear (corr = 0.86; p-value = 6.0 × 10^−4^), and the blue module in RiboTag (corr = 0.98; p-value = 6.0 × 10^−8^). (**b**) D2 module hub networks for each method with hub nodes labeled. (**c**) D2 module GO and KEGG/reactome pathway terms with −log(p-value) of enrichment. (**d**) Overlap of top 100 whole cell, nuclear and RiboTag TFBSs with number of corresponding transcription factors indicated above the arrow.

Despite a small overlap in hub network genes across methods for D1-MSNs (73/1622, 4.5%) and D2-MSNs (22/1713, 1.3%) (Supplementary Fig. 4a), convergent conclusions can be made from the separate techniques. These hub networks were characterized using g:Profiler (Supplementary Table 7) and significantly enriched GO, KEGG and Reactome pathway terms are displayed (Figs 4c and 5c). Overlap of genes predicting the same term in separate hub networks is much higher than overall overlap of network genes. For example, both nuclear and RiboTag D1 modules enrich for “anterograde trans-synaptic signaling”, and 12.2% (12/98) of the predictive genes overlap across the two methods.

The top 100 transcription factor binding sites (TFBSs) by enrichment p-value were selected and overlapped for each method. 46 of the top TFBSs for D1 hub networks overlapped, and these corresponded to 33 transcription factors, 21 of which were unique to D1 modules (i.e., not also predicted in D2 modules) (Fig. 4d). DESeq2 p-values were extracted for those transcription factors that met expression filtering cutoffs (11 out of 21 passed filtering in at least one method) and corrected for the multiple comparisons. We found that two of the transcription factors were significantly enriched in D1-MSNs (Gabpa, p_adjusted_wholecell_ = 0.0003, Krox, p_adjusted_nuclear_ = 0.006), while Creb1 trended towards D1-enrichment (p_adjusted_wholecell_ = 0.08). 

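In whole cell libraries Gabpa (ENSMUSG00000008976, chromosome 16, 84834925 to 84863779) had an FPKM of 1.16 ± 0.429 (SD, n = 9) in D1-MSNs and 0.792 ± 0.281 (SD, n = 6) in D2-MSNs. Its log2 fold change was -0.74 (edgeR, standard error 0.166, adjusted p = 0.0254 over all genes tested). It did not reach the FPKM filter in nuclear libraries, and in RiboTag libraries its log2 fold change was -0.06 (adjusted p = 0.778). Creb1 (ENSMUSG00000025958, chromosome 1, 64532645 to 64604548) had an FPKM of 0.806 ± 0.229 (SD, n = 9) and 0.669 ± 0.380 (SD, n = 6) in whole cell D1 and D2 libraries, and a log2 fold change of -0.53 (edgeR, standard error 0.163, adjusted p = 0.0875). Adjusted over Gabpa, Creb1 and Maz alone, the edgeR adjusted p-value was 0.000644 for Gabpa and 0.00545 for Creb1.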

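Klf13, the gene of the transcription factor Bteb3 (ENSMUSG00000052040, chromosome 7, 63886351 to 63938915), had an FPKM of 0.819 ± 0.227 (SD, n = 6) in nuclear D1 and 0.627 ± 0.0810 (SD, n = 5) in nuclear D2 libraries. After TMM normalization its log2 fold change was 0.42 (edgeR, standard error 0.150, adjusted p = 0.0683). The sign changed when genes were not filtered on FPKM, to -0.72. In RiboTag libraries the log2 fold change was -0.09 (adjusted p = 0.405).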

The fact that not all predicted transcription factors are enriched in the expected cell type – in fact, Bteb3 is surprisingly trending towards enrichment in D2 nuclei despite our upstream analysis indicating it as D1-unique (p_adjusted_nuclear_ = 0.08) – can likely be explained either by the inability of upstream analyses to differentiate between multiple members of a transcription factor family or by genome architectural differences between D1- and D2-MSNs, which must be mapped out in order to fully understand the transcriptional dynamics of these cell types.

D1 hub networks generated several terms relating to synaptic function (nuclear, GO:0098916, p_adjusted_ = 1.03 × 10^−10^, GO:0060291, p_adjusted_ = 2.39 × 10^−5^; RiboTag, GO:0098916, p_adjusted_ = 4.36 × 10^−16^; GO:0099504, p_adjusted_ = 1.67 × 10^−13^; GO:0007269, p_adjusted_ = 3.83 × 10^−10^) (Fig. 4c, Supplementary Table 7). The combined data implicate a D1-enriched function in regulation of synaptic dynamics involving second messenger signaling from the synapse and regulation of vesicle formation and release.

24 of the top 20 TFBSs for D2 whole cell and RiboTag hub networks overlapped, corresponding to 18 overall and 6 D2-unique transcription factors, though none overlapped with the one site predicted from the nuclear dataset (Fig. 5d). However, 6 of the 30 predicted TFBSs for nuclear D2-DEGs did overlap with whole cell and RiboTag module TFBSs (Supplementary Fig. 4b). This suggests that upstream analysis of nuclear sequencing datasets with low average expression levels (Fig. 1f) should be performed on differential expression rather than on network analyses, given the high level of gene co-expression that the nuclear method uncovers. In fact, upstream TFBS analysis on nuclear D1-DEGs also improves overlap of predicted sites (Supplementary Fig. 4c). Of the 6 D2-unique transcription factors, only 2 met filtering criteria for our differential expression analysis. 

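Maz (ENSMUSG00000030678, chromosome 7, 127022130 to 127027037) had an FPKM of 0.719 ± 0.0490 (SD, n = 6) in RiboTag D1 and 0.848 ± 0.0739 (SD, n = 6) in RiboTag D2 libraries. The log2 fold change was 0.22 (edgeR, standard error 0.0827, adjusted p = 0.0983 over all genes tested and 0.0374 over the list of Gabpa, Creb1 and Maz alone). It was -0.48 (adjusted p = 0.240) in nuclear and -0.33 (adjusted p = 0.626) in whole cell libraries.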

Using DESeq2 p-values corrected for these 2 comparisons, we found significant D2-enrichment for one of the transcription factors, Maz (p_adjusted_RiboTag_ = 0.04).

Nuclear and RiboTag D2 hub networks showed enrichment for functional terms relating to RNA processing (Fig. 5c, Supplementary Table 7), implicating post-transcriptional mechanisms in the maintenance of D2-MSN identity (nuclear, GO:0035195, p_adjusted_ = 5.72 × 10^−25^, GO:1903231, p_adjusted_ = 4.27 × 10^−27^; RiboTag, GO:0003723, p_adjusted_ = 6.16 × 10^−13^; REAC:R-MMU-8953854, p_adjusted_ = 2.12 × 10^−6^). The importance of post-transcriptional regulation in D2-MSNs helps to explain the higher variance observed in D2 compared to D1 MSN nuclei (Supplementary Fig. 5).

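Spread was measured as the distance of each nuclear library to the centroid of its own cell type, on log2 CPM of 9224 genes. The mean distance was 107.6 ± 13.0 (SD, n = 6) in D1 and 57.2 ± 35.3 (SD, n = 5) in D2 nuclei, a difference of -50.4 (exact permutation test, two-sided p = 0.0736). In D2 nuclei, library number 7, which has the lowest total count, lay 120.1 from the centroid and the other 4 between 38.1 and 46.9. Over the 500 most variable genes the difference was -32.1 (exact permutation p = 0.0325).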

### Analyzing sex differences using RiboTag-RNAseq

The RiboTag-RNAseq dataset was considerably less complex than those generated by the other two methods, and therefore showed the most robust separation of cell types on PCA. 

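The distance between the D1 and D2 means on PC1 was 9.41 pooled SDs in RiboTag, 2.40 in nuclear and 0.286 in whole cell libraries. On PC2 of whole cell libraries it was 1.60, and D1 and D2 libraries overlapped on either component there. PC1 carried 87.8% of the variance of nuclear and 40.0% of that of whole cell libraries.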

We thus expected it to most powerfully separate two biological types – namely, MSNs from male and female mice – whose difference has not yet been characterized. We compared the aforementioned male mice (n = 12) to RiboTag-RNAseq samples from female mice (n = 10). 

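RiboTag libraries were made in the same way from 5 D1- and 5 D2-Cre female mice. Their total counts ranged from 29436395 to 45641342, with a median of 30168291 in D1 and 39833067 in D2 libraries. Libraries labelled female and male were compared by edgeR's quasi-likelihood test with cell type as a covariate, and the sex by cell type interaction was tested in the same way. The labels of sex were checked on the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty and on Xist, which is transcribed from the inactive X chromosome. In all 10 libraries labelled female, Xist had more counts than the Y-linked genes, which lay between 0 and 0.246 CPM. At a total of 29436395 counts, a floor of 3 counts stands for 0.102 CPM, and values under it rest on fewer counts. In 6 of the 12 RiboTag libraries labelled male, 4 of them D1 and 2 D2, Xist also had more counts. Over all 12, the Y-linked genes had 0.0348 to 10.7 and Xist 0.0321 to 8.25 CPM. None of the 26 nuclear and whole cell libraries labelled male had more counts on Xist. All libraries were kept under their labels, and directions between the sexes refer to these labels.

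**Figure D4:**
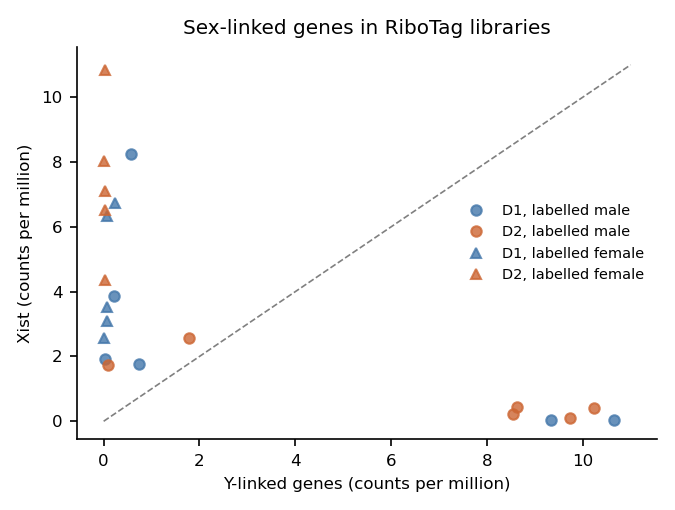
CPM of Xist against those of the Y-linked genes in each RiboTag library. Points are libraries by cell type and labelled sex, and the dashed line marks equal values. The 10 libraries labelled female and 6 of the 12 labelled male lie above the line.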

WGCNA performed on RiboTag-purified male and female D1**-** and D2-MSN RNA generated modules (n = 22, Fig. 6b,c) which correlated with the eigengenes for male and female sex. Notably, the correlation p-values for the sex-enriched modules did not meet statistical significance (male, p = 0.2; female, p = 0.008; p-value significance threshold = 0.005). This suggests that MSN differences by sex are less pronounced than differences between cell types within a given sex, and future experiments may require increased sample size to fully characterize differences by sex. Nevertheless, male- and female-correlated modules contained genes in terms relating to metabolism of genetic material (p_adjusted_ < 9.6 × 10^−2^), a result mirrored in GO analysis of previous whole tissue RNAseq^46^ (Supplementary Table 7). 

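Of 7171 genes tested, 3 differed between libraries labelled female and male at an adjusted p-value of at most 0.05, and 597 at an unadjusted p-value under 0.05. Ddx3y (chromosome Y, 1260771 to 1286629) was lower in libraries labelled female, with a log2 fold change of -6.87 (edgeR, standard error 0.981, adjusted p = 0.000552). Rpph1 (chromosome 14, 50807449 to 50807767) had -0.49 (standard error 0.0921, adjusted p = 0.0327) and Nr4a3 (chromosome 4, 48045153 to 48086447) -0.77 (standard error 0.153, adjusted p = 0.0437). D2 libraries alone, the alternative that moved this number most, gave 16 genes, 6 of them higher in libraries labelled female. No gene had a sex by cell type interaction at an adjusted p-value of at most 0.05, with 510 at an unadjusted p-value under 0.05. From modules that did not correlate significantly with sex, the paper proposes that MSNs differ less between the sexes than between cell types. The sex-linked counts of 6 libraries go against their labels.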

The female hub network predicted Tel1, a regulator of telomere maintenance, as an upstream transcription factor (Fig. 6c). This prediction is in line with evidence of sexual dimorphism in telomeric structure^47,48^, and demonstrates that sex differences in the brain can be investigated at the cell type-specific level. This is possible even when cell type-enriched DEGs are highly overlapping across sex (Fig. 6d).

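Libraries labelled female had 134 DEGs between D1- and D2-MSNs among 7056 genes tested, 83 D1-enriched and 51 D2-enriched. Of the D1-enriched DEGs, 63 were called under both labels, 47 under the male and 20 under the female label only. Of the D2-enriched DEGs, 38 were shared, with 26 under the male and 13 under the female label only. Of the 110 male D1-enriched DEGs, 108 were tested in libraries labelled female and 103 had the same sign there, as had 60 of 63 D2-enriched ones. Across 199 DEGs of either label tested in both, the log2 fold changes had a Pearson's r of 0.949 and a Spearman's rho of 0.866. Genes are not independent replicates, and these genes were chosen for a difference, while over all 6701 genes tested in both r was 0.751.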

**Figure 6:**
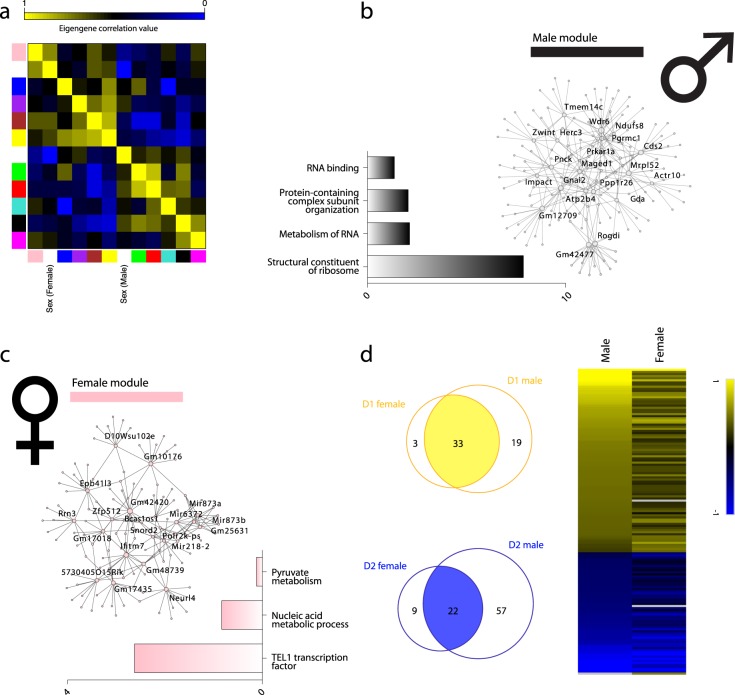
RiboTag data can discern small-variance biological variables, with WGCNA generating sex-correlated modules. (**a**) RiboTag WGCNA cluster-map showing correlation values of module eigengenes and sex; male sex was most correlated with the black module (corr = 0.27; p-value = 0.2) and female sex was most correlated with the pink module (corr = 0.55; p-value = 8.0 × 10^−3^). (**b**) Black module hub network (male) with hub nodes labeled; GO and pathway terms with −log(p-value) of enrichment displayed. (**c**) Pink module hub network (female) with hub nodes labeled; GO terms and TFBS prediction with −log(p-value) of enrichment displayed. (**d**) Overlap of D1- and D2-DEGs from male and female datasets; union heatmap of these DEGs showing log_2_foldchange (D1 vs. D2) in each dataset (black = low fold change, grey = not detected in the dataset).

## Discussion

RNAseq is a powerful method for examining the baseline, homeostatic mechanisms that determine cellular identity, but its output is highly dependent on the method by which libraries are prepared. We examined, in particular, the effect of cell separation technique on RNAseq of biologically similar populations of dopamine receptor-expressing D1- and D2-MSNs in the NAc. Our results highlight, foremost, the importance of reducing technique-induced noise by implementing well-controlled experiments and using strict FPKM minimum and maximum cutoffs to eliminate sequencing artifacts.

This work also provides several gene lists that will inform future work. Our modeling of transcriptional control mechanisms can be used to make further predictions about the subcellular transcriptional regulation of various transcripts. Our variance partitioning data present a resource of technique-variable genes with which to normalize when comparing datasets generated using different cell separation techniques. As well, our findings expand on existing RNA localization datasets by demonstrating a robust list of genes expressed only in the nuclear and whole cell datasets, including genes whose transcripts are restricted to the nuclear compartment.

We confirm the bias of RiboTag affinity purification towards isolation of protein-coding genes, a fact which affords both advantages and disadvantages. The disadvantage is, of course, the failure of this technique to recover large sets of non-coding regulatory genes which differ dramatically between cell types (as indicated by nuclear and whole cell sequencing) and are known to play an important role in biological regulation. Its advantage is the superior separation of cell types as compared to the other methods. 

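The median absolute log2 fold change of DEGs was 1.04 in nuclear, 0.907 in whole cell and 0.564 in RiboTag libraries. The genes called differ between methods. Over the 34 genes that were DEGs in at least 2 methods and tested in all 3, it was 0.425 in nuclear, 1.34 in whole cell and 0.878 in RiboTag libraries. The median standard error of DEGs was 0.264 in nuclear, 0.204 in whole cell and 0.0955 in RiboTag libraries.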

The RiboTag dataset showed the clearest separation of D1- and D2-MSNs, although it also showed the lowest fold-change in differential expression of cell type-enriched genes.

Nuclear- and whole cell-FACS-based isolation similarly have advantages and disadvantages. One challenge is their extreme complexity, especially when using the nuclear method, requiring strict cut-offs or large sample sizes for more robust results. This complexity is furthered by the presence of immature mRNAs, which may or may not be destined for translation. For cell types whose nucleus contains lowly expressed, high variance genes, nuclear sequencing generates noisier results than either whole cell or RiboTag sequencing, and upstream analysis of differential expression, as opposed to co-expression data, generates more reliable conclusions.

However, the nuclear method does offer advantages. A methodological advantage of nuclear isolation is the fact that it can be performed on frozen tissue, making implementation of large experiments and/or use of banked human tissues much more manageable. A conceptual advantage of the nuclear method is demonstrated by our GWAS hit enrichment analysis, which reveals that this method captures more disease-relevant loci than either of the other two, making it an appealing option for those studying the genetic basis of neuropsychiatric disease.

Despite these differences between methods, and the relatively low overlap of differentially expressed genes, convergent conclusions can be made about cell type-enriched transcription. We were able to robustly identify regulatory transcription factors, central biological functions, and enriched protein complexes across methods. Orthogonal, low-throughput methods such as qPCR, RNAscope, or confocal microscopy, could be used to validate the cell type-specificity of the D1- and D2-enriched transcripts we identify. The precise role of these transcripts –specifically, whether they contribute to cell identity – should be examined using cell type-specific viral-mediated gene transfer followed by morphological and electrophysiological analyses. This work will provide important insight into the transcriptionally-dependent functional differences between D1- and D2-MSNs.

An important future question concerns the ability of these techniques to capture transcriptional responses of cell populations to various stimuli. We would expect nuclear and RiboTag-generated datasets to represent different stages of response, and to be differentially valuable during given post-stimulus time windows. This is a question which requires empirical investigation, and to which baseline normalization based on our results can be applied.

## Methods

### Transgenic animal lines

All animal protocols were approved by the Institutional Animal Care and Use Committee at the Icahn School of Medicine at Mount Sinai and carried out in accordance with their guidelines. All mice were bred on a C57BL/6J background. Mice used for nuclear isolation heterozygously expressed a nuclear GFP label under the promoter of either Drd1 or Drd2 (Drd1-cre × Thy1-^loxP^STOP^loxP^-EGFP-F; Drd2-cre × Thy1-^loxP^STOP^loxP^-EGFP-F). Mice used for whole cell isolation heterozygously expressed a cytoplasmic fluorophore under the promoter of either Drd1 or Drd2. Mice used for RiboTag affinity purification expressed an HA-tagged ribosomal subunit under the control of Drd1 and Drd2 (Drd1-cre × Rpl22-^loxP^exon4^loxP^-exon4-HA; Drd2-cre × Rpl22-^loxP^exon4^loxP^-exon4-HA).

### Cell isolation

Each sample represents tissue from a unique mouse. Nuclear samples were obtained from frozen tissue. This tissue was mechanically dissociated and nuclei lysed using a glass douncer in ice-cold lysis buffer (10.94% w/v sucrose, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 10 mM Tris-HCl pH 8, 1 mM DTT, in H_2_O). Samples were centrifuged and supernatant removed and placed on top of a 60% sucrose solution (60% w/v sucrose, 3 mM Mg(CH_3_COO)_2_, 10 mM Tris-HCl pH 8, 1 mM DTT, in H_2_O). The sucrose gradient was centrifuged at 24,400 rcf for an hour, and nuclei at the bottom of the gradient were resuspended in PBS. DAPI was added at a concentration of 0.5 μg/mL. Whole cell samples were obtained from fresh tissue, which was rotated at 37 °C for 45 minutes in 1 mg/mL papain suspended in digestion buffer (5% w/v D-trehalose, 0.05 mM APV, 0.0125 mg/mL DNAse, in Hibernate^TM^-A (Thermofisher, A1247501)). Tissue was then placed in FACS buffer (0.58 mg/mL albumin inhibitor (Worthington Biochemical, LK003182), 5% w/v D-trehalose, 0.05 mM APV, 0.0125 mg/mL DNAse, in Hibernate^TM^-A) and triturated using progressively smaller pipette tips. Samples were passed through a 70 µm filter and placed on top of a layer of 10 mg/mL ovomucoid-albumin in FACS buffer. The pellet was resuspended in FACS buffer and DAPI was added at a concentration of 0.5 μg/mL. RiboTag samples were obtained from fresh tissue as previously described^13,49^.

### Library preparation and sequencing

All isolated RNA was prepared using the Clontech SMARTer® Stranded library preparation kit (Cat. No. 634838). Briefly, samples were ribo-depleted, and total RNA was reversed transcribed, classified using Illumina indices and amplified with 8 cycles of PCR. Samples were sequenced to a minimum depth of 30 million reads using paired-end reads with V4 chemistry on an Illumina Hi-Seq machine.

### RNAseq alignment preprocessing

Reads were aligned to GRCm38 with HISAT2^50^. All aligned samples were reviewed for quality control with FASTQC (see URLs). Reads were counted for Mus_musculus.GRCm38.90 using featurecounts with the settings strandSpecific = 0 allowMultiOverlap = T, countMultiMappingReads = F, and isPairedEnd = T^51^. Gene level counts were generated from both only exons and all features. The percent of introns per gene was obtained by subtracting gene-level exon counts from all counts. Gene-level counts from all features were used unless otherwise specified.

Data were processed in three tranches: (1) male samples from all methods pooled, (2) male samples within each method, and (3) male and female RiboTag samples pooled. Genes with >1 fragments per million in ≥2 samples were kept for initial analyses. Final filters were ≥1 fragments per million per kilobase (FPKM) in at least one sample for nuclear and whole cell, and ≥0.1 FPKM in at least two samples for RiboTag. Counts were normalized to effective library size, and variance stabilized with DESeq2. Design matrix covariates, depending on the tranche, method (whole cell, RiboTag, or nuclear), cell type (D1 or D2) and/or sex (male or female). Variance stabilized transcripts (from the DESeq2 vst function) were used for both principal component analyses (PCA) and weighted gene co-expression network analysis (WGCNA)^39^. Two RiboTag samples were excluded because they were PCA outliers and had >80% of reads unmapped.

### Differential expression

Differential expression was assessed between D1 and D2 MSNs within each method using DESeq2^52^. To determine cell type-enriched genes, lists were filtered for |log_2_foldchange| >0.38 corresponding to a 30% change (past work has demonstrated that at least a 15% change is needed to replicate with qPCR^53^), p_adjusted_ ≤ 0.05, mean normalized counts above the 25^th^ percentile within method. Nuclear data were also filtered for log_2_foldchange standard error below the 75^th^ percentile. Length and biotype data for each gene were obtained using the R package biomaRt^54^.

### Variance partitioning

Euclidean distance was calculated from PC1 and PC2. Centroids were determined from the mean PC values within each method. Distance was calculated with Euclidean distance from the cluster centroid, and pairwise t-tests between all groups were performed for Euclidean distances.

To calculate the percent variance explained by every covariate for every gene, VariancePartition was run on all genes and the intersection of genes passing minimum detection thresholds within each method^55^.

Based on the percent variance explained, genes were assigned to one of three covariate categories (method, cell type, residual). Genes within each category were analyzed using g:Profiler, and five of the top ten most significantly enriched terms are displayed. Method-variable genes were further divided by enrichment within method. Genes were assigned to the method in which they had the highest FPKM and overlapped with the RNAlocate database. Genes in our analysis that were not represented in the RNAlocate database were removed from the subcellular localization analysis.

### High confidence co-expression networks

Networks were generated in three tranches specified previously, all male samples, separately for each method, and for RiboTag with both male and female. DESeq2 variance stabilized transcript expression matrices were used as input.

For WGCNA, soft power thresholds for signed correlations were chosen to achieve approximate scale-free topology (R^2^ > 0.8): β_AllMale_ = 18, β_Nuclear_ = 12, β_WholeCell_ = 18, β_RiboTAG_ = 9, β_RiboTAGwithFemale_ = 6. The WGCNA function blockwiseModules was run with the appropriate power and the parameters networkType = “signed”, TOMType = “signed”, detectCutHeight = 0.99, minModuleSize = 100, reassignThreshold = 0, minKMEtoStay = 0.1, mergeCutHeight = 0.2, corType = “bicor”, numericLabels = TRUE, and pamStage = FALSE. Networks were then plotted and modules were exported as edge and node files from the topological overlap matrix.

ARACNE networks were generated using the minet R package by first building a mutual information matrix (build.mim function with estimator = “mi.empirical” and disc = “equalfreq”)^56,57^.

Edges detected independently with both WGCNA and ARACNE were kept, and these edges were used to determine the top 20 hubs per network (by degree) as well as their first-degree neighbors.

Genes within each network were analyzed using g:Profiler, and representative terms from those most significantly enriched are displayed.

### GWAS gene set enrichment

The GWAS catalog v1.0.2 (release 2018-08-14) was downloaded from the NHGRI-EBI catalog (see URLs)^45^. Associations were kept if the lead variants had p < 5 × 10^−8^ and mapped within a gene’s start and stop coordinates (*i*.*e*., was not intergenic). The gene associated with the lead variant was then mapped to its ENSEMBL mouse orthologue (see URLs)^58^. The remaining 1843 traits were manually curated for neuropsychiatric relevance, and categorized into 20 superseding traits, resulting in a final set of 554 genes from 733 gene-trait pairs.

Gene set enrichment between GWAS genes and network hubs was calculated from a 2 × 2 contingency table with a Fisher’s Exact Test. The contingency table comprised all genes used as input for WGCNA and ARACNE for a given tranche, with rows labeling a gene as GWAS or not and columns labeling genes as belonging to a given hub network.

### Statistical procedures

We corrected for multiple comparisons within each family of hypotheses, which are recapitulated here. Significance was set at FDR or p_adjusted_ < 0.05, limiting the risk of false positives. Differentially expressed gene (DEG) p-values were FDR-adjusted with default DESeq2 methods. Logistic regression was used to assess if any DEG features predicted DEG overlap, followed by post-hoc determination of the most pertinent feature(s). Variance partitioning significance was set at 0.05/3 (Bonferroni adjustment). WGCNA eigengene-trait correlation significance thresholds were Bonferroni-adjusted for the number of modules in combined (p_threshold_ = 0.006), nuclear (p_threshold_ = 0.003), RiboTag (p_threshold_ = 0.001), whole cell (p_threshold_ = 0.002), and female-inclusive RiboTag (p_threshold_ = 0.005) coexppression analyses. For g:Profiler enrichment, p-values were adjusted with the g:SCS method. The Bonferroni-adjusted significance threshold for GWAS hit overlaps with method modules was 0.017. A Bonferroni correction was applied to test if transcription factors ascertained with binding site enrichment had increased expression D1- vs D2-MSNs (unadjusted DESeq2 p-values multiplied by the number of TFs). In addition to appropriate p-value adjustments, we also considered the rank of any results, effect sizes, and biological plausibility in order to ensure robust inference and generalizability.

All custom code is available under the MIT license (see URLs).

Custom code: https://github.com/frichter/d1_d2_rnaseq/.

FASTQC: https://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

GWAS catalog: https://www.ebi.ac.uk/gwas/docs/file-downloads.

Human-mouse orthologues: http://useast.ensembl.org/biomart/martview/.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

## Data Availability

All data are available on NCBI’s GEO database, and can be found under the Accession Number GSE121199.

## References

[1] Cruz FC (2013). New technologies for examining the role of neuronal ensembles in drug addiction and fear. Nat. Rev. Neurosci..

[2] Orecchioni, S. & Bertolini, F. In *Methods in molecular biology* (*Clifton*, *N*. *J*.) **1464**, 49–62 (2016).10.1007/978-1-4939-3999-2_527858355

[3] Guez-Barber D (2012). FACS purification of immunolabeled cell types from adult rat brain. J. Neurosci. Methods.

[4] Schwarz JM, Smith SH, Bilbo SD (2013). FACS analysis of neuronal–glial interactions in the nucleus accumbens following morphine administration. Psychopharmacology (Berl)..

[5] Sultan M (2014). Influence of RNA extraction methods and library selection schemes on RNA-seq data. BMC Genomics.

[6] Slane D, Kong J, Schmid M, Jürgens G, Bayer M (2015). Profiling of embryonic nuclear vs. cellular RNA in Arabidopsis thaliana. Genomics data.

[7] Richardson GM, Lannigan J, Macara IG (2015). Does FACS perturb gene expression?. Cytometry. A.

[8] Hines WC, Su Y, Kuhn I, Polyak K, Bissell MJ (2014). Sorting out the FACS: a devil in the details. Cell Rep..

[9] Pastro L (2017). Nuclear Compartmentalization Contributes to Stage-Specific Gene Expression Control in Trypanosoma cruzi. Frontiers in Cell and Developmental Biology.

[10] Zaghlool A (2013). Efficient cellular fractionation improves RNA sequencing analysis of mature and nascent transcripts from human tissues. BMC Biotechnol..

[11] Heiman M (2008). A Translational Profiling Approach for the Molecular Characterization of CNS Cell Types. Cell.

[12] Sanz E (2009). Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. Proc. Natl. Acad. Sci. USA.

[13] Chandra R (2015). Opposing role for Egr3 in nucleus accumbens cell subtypes in cocaine action. J. Neurosci..

[14] Okaty BW, Sugino K, Nelson SB (2011). A quantitative comparison of cell-type-specific microarray gene expression profiling methods in the mouse brain. PLoS One.

[15] Lobo MK, Karsten SL, Gray M, Geschwind DH, Yang XW (2006). FACS-array profiling of striatal projection neuron subtypes in juvenile and adult mouse brains. Nat. Neurosci..

[16] Gerfen CR (1990). D1 and D2 dopamine receptor-regulated gene expression of striatonigral and striatopallidal neurons. Science.

[17] Schotanus SM, Chergui K (2008). Dopamine D1 receptors and group I metabotropic glutamate receptors contribute to the induction of long-term potentiation in the nucleus accumbens. Neuropharmacology.

[18] Calabresi P, Picconi B, Tozzi A, Di Filippo M (2007). Dopamine-mediated regulation of corticostriatal synaptic plasticity. Trends Neurosci..

[19] Kreitzer AC, Malenka RC (2007). Endocannabinoid-mediated rescue of striatal LTD and motor deficits in Parkinson’s disease models. Nature.

[20] Lee K-W (2006). Cocaine-induced dendritic spine formation in D1 and D2 dopamine receptor-containing medium spiny neurons in nucleus accumbens. Proc. Natl. Acad. Sci..

[21] Lobo MK (2010). Cell Type-Specific Loss of BDNF Signaling Mimics Optogenetic Control of Cocaine Reward. Science (80-)..

[22] Lim BK, Huang KW, Grueter BA, Rothwell PE, Malenka RC (2012). Anhedonia requires MC4R-mediated synaptic adaptations in nucleus accumbens. Nature.

[23] Kravitz AV, Tye LD, Kreitzer AC (2012). Distinct roles for direct and indirect pathway striatal neurons in reinforcement. Nat. Neurosci..

[24] Chandra R (2013). Optogenetic inhibition of D1R containing nucleus accumbens neurons alters cocaine-mediated regulation of Tiam1. Front. Mol. Neurosci..

[25] Khibnik LA (2016). Stress and Cocaine Trigger Divergent and Cell Type–Specific Regulation of Synaptic Transmission at Single Spines in Nucleus Accumbens. Biol. Psychiatry.

[26] Calipari ES (2016). *In vivo* imaging identifies temporal signature of D1 and D2 medium spiny neurons in cocaine reward. Proc. Natl. Acad. Sci. USA.

[27] Francis TC (2017). Molecular basis of dendritic atrophy and activity in stress susceptibility. Mol. Psychiatry.

[28] Cheng J (2005). Transcriptional Maps of 10 Human Chromosomes at 5-Nucleotide Resolution. Science (80-.)..

[29] Grindberg RV (2013). RNA-sequencing from single nuclei. Proc. Natl. Acad. Sci. USA.

[30] Song Y (2018). A comparative analysis of library prep approaches for sequencing low input translatome samples. BMC Genomics.

[31] Chothani, S. *et al*. Reliable detection of translational regulation with Ribo-seq. *bioRxiv* 234344. 10.1101/234344 (2017).

[32] Hsu S-D (2011). miRTarBase: a database curates experimentally validated microRNA–target interactions. Nucleic Acids Res..

[33] Chen EA (2014). Effect of RNA integrity on uniquely mapped reads in RNA-Seq. BMC Res. Notes.

[34] Tyakht AV (2014). RNA-Seq gene expression profiling of HepG2 cells: the influence of experimental factors and comparison with liver tissue. BMC Genomics.

[35] Gokce O (2016). Cellular Taxonomy of the Mouse Striatum as Revealed by Single-Cell RNA-Seq HHS Public Access. Cell Rep.

[36] Reimand J (2016). g:Profiler—a web server for functional interpretation of gene lists (2016 update). Nucleic Acids Res..

[37] Gandal MJ (2018). Shared molecular neuropathology across major psychiatric disorders parallels polygenic overlap. Science.

[38] Zhang T (2017). RNALocate: a resource for RNA subcellular localizations. Nucleic Acids Res..

[39] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics.

[40] Sutherland ML (1999). Overexpression of a Shaker-type potassium channel in mammalian central nervous system dysregulates native potassium channel gene expression. Proc. Natl. Acad. Sci. USA.

[41] Tsaur ML, Sheng M, Lowenstein DH, Jan YN, Jan LY (1992). Differential expression of K^+^ channel mRNAs in the rat brain and down-regulation in the hippocampus following seizures. Neuron.

[42] Obara-Michlewska M, Ruszkiewicz J, Zielińska M, Verkhratsky A, Albrecht J (2015). Astroglial NMDA receptors inhibit expression of Kir4.1 channels in glutamate-overexposed astrocytes *in vitro* and in the brain of rats with acute liver failure. Neurochem. Int..

[43] Jang SH (2015). Nuclear Localization and Functional Characteristics of Voltage-gated Potassium Channel Kv1.3. J. Biol. Chem..

[44] Li B (2014). Nuclear BK channels regulate gene expression via the control of nuclear calcium signaling. Nat. Neurosci..

[45] MacArthur J (2017). The new NHGRI-EBI Catalog of published genome-wide association studies (GWAS Catalog). Nucleic Acids Res..

[46] Hodes GE (2015). Sex Differences in Nucleus Accumbens Transcriptome Profiles Associated with Susceptibility versus Resilience to Subchronic Variable Stress. J. Neurosci..

[47] Aviv A, Shay J, Christensen K, Wright W (2005). The Longevity Gender Gap: Are Telomeres the Explanation?. Sci. Aging Knowl. Environ..

[48] Barrett ELB, Richardson DS (2011). Sex differences in telomeres and lifespan. Aging Cell.

[49] Chandra R (2017). Drp1 Mitochondrial Fission in D1 Neurons Mediates Behavioral and Cellular Plasticity during Early Cocaine Abstinence. Neuron.

[50] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[51] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[52] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[53] Walker Deena M., Cates Hannah M., Loh Yong-Hwee E., Purushothaman Immanuel, Ramakrishnan Aarthi, Cahill Kelly M., Lardner Casey K., Godino Arthur, Kronman Hope G., Rabkin Jacqui, Lorsch Zachary S., Mews Philipp, Doyle Marie A., Feng Jian, Labonté Benoit, Koo Ja Wook, Bagot Rosemary C., Logan Ryan W., Seney Marianne L., Calipari Erin S., Shen Li, Nestler Eric J. (2018). Cocaine Self-administration Alters Transcriptome-wide Responses in the Brain’s Reward Circuitry. Biological Psychiatry.

[54] Smedley D (2009). BioMart – biological queries made easy. BMC Genomics.

[55] Hoffman GE, Schadt E (2016). E. variancePartition: interpreting drivers of variation in complex gene expression studies. BMC Bioinformatics.

[56] Margolin AA (2006). ARACNE: an algorithm for the reconstruction of gene regulatory networks in a mammalian cellular context. BMC Bioinformatics.

[57] Meyer PE, Lafitte F, Bontempi G (2008). minet: A R/Bioconductor package for inferring large transcriptional networks using mutual information. BMC Bioinformatics.

[58] Zerbino DR (2018). Ensembl 2018. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

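The 48 libraries came from the NAc of mice with labelled D1- or D2-MSNs. They were whole cell-FACS (9 D1 and 6 D2), nuclear-FACS (6 D1 and 5 D2) and RiboTag libraries labelled male (6 D1 and 6 D2) and labelled female (5 D1 and 5 D2). The authors aligned stranded, ribosome-depleted paired-end libraries with HISAT2 and deposited raw counts per gene, made with featureCounts over whole gene bodies without regard to strand. In these counts, a fragment overlapping several genes is counted for each, and fragments aligned to several places are left out. Of 52636 genes, 52403 (99.56%) were matched by identifier to the annotation used here for biotype and coordinates, and 816 had no count in any library. The table has 49 columns, since the number 3 whole cell D2 library was sequenced in a further lane, and its lanes were summed. The ninth whole cell D1 column was kept as a library of its own. For this library the labels conflict. Its sample title names D2-MSNs, while the column name, the paper's sample numbers and its supplement, which lists it as a repeat of D1 number 1, give D1, and it was assigned to D1. Conditions were taken from the labels and the paper's lists and never from the counts.

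The floor of a library was set at 3 counts of its total and ranged from 0.0436 to 0.811 CPM. Intervals and floors cover counting error only. Intervals for shares are Clopper-Pearson intervals at 95%, from R's binom.test.

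Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and lme4 1.1.37, and in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Genes with more than 1 FPM in at least 2 libraries were kept. In nuclear and whole cell libraries, genes also needed an FPKM of at least 1 in at least 1 library and of at most 50000 in all, and in RiboTag libraries an FPKM of at least 0.1 in at least 2 libraries. FPKM used DESeq2's effective library sizes and the gene span. D1- and D2-MSNs were compared by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The standard error was the absolute log2 fold change divided by the square root of the F statistic. Log2 CPM used a prior count of 1. The regression of nuclear overlap, the regulation contrasts, the principal components and the mixed models follow the paper's methods where its text gives them. Groups with fewer than 10 libraries were compared by exact permutation tests and larger groups with 100000 resamples and seed 1, two-sided.

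The genes named in the text were the genes the paper names, the canonical markers and the genes ranked highest by the rule set before the data were examined, and others are said to be chosen afterwards. A gene was treated as a neighbour of Drd1 or Drd2 within 200 kb. Libraries that share a number in their labels were paired in an alternative with the number as a block, and this number is the only source of the pairing.

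The alternatives set before the data were examined included DESeq2 in place of edgeR, DESeq2's size factors, no FPKM filter, the FPKM filter of the other methods, summed exons as gene length, no fold change threshold, the replicate number as a block, lanes kept apart, and each replicate left out in turn in groups with 2 to 5 replicates. Background was estimated in each library from the counts per kilobase of 1291 olfactory and vomeronasal receptor genes, 1282 on autosomes and 9 on chromosome X, multiplied by the gene span. Its subtraction was an alternative chosen after seeing the data.

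The comparison of cell types was tested on simulated data with 200 changed genes and a log2 change of 1.5. edgeR recovered 76.5% of them at the nuclear, 65.0% at the whole cell and 100% at the RiboTag group sizes, and 3.16, 4.41 and 0.990% of its calls were false. DESeq2 recovered 83.0, 74.0 and 100%, and 14.9, 18.7 and 0% of its calls were false. The simulated libraries of a method shared the same gene shares, with as many genes raised as lowered and dispersions estimated by edgeR. The filters on the mean count and the standard error were not applied. These rates therefore do not test the normalization of the nuclear libraries and do not rank edgeR against DESeq2. The background estimate was checked on simulated counts at 0.5, 2 and 10 counts per kilobase, with estimates of 0.501, 1.99 and 10.1.

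Co-expression modules, ontology and pathway enrichment, upstream regulators and microRNA targets were not analysed here. RNA locations were taken from the paper's list. Counts on exons alone were not used here.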

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

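The tests of reads from genomic DNA, of a few genes taking most of the counts, of library depth and of mislabelled or mixed samples were chosen only after the results were seen. For 14 measures, the library farthest from the rest of its condition was compared with Dixon's critical value in 110 groups of 4 to 10 libraries. It lay beyond the value in 12 groups, where about 5.5 are given by chance.

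Nuclear D2 library number 7 lay far from the other nuclear D2 libraries in total count (3701255, the nearest being 35944738) and in genes with a count (34107). It also had the highest Xist level, with 7.57 CPM. With the counts of all nuclear libraries thinned to the smallest total, the number of nuclear DEGs was 1050, against 1132, so depth did not account for the number of DEGs. No biological explanation was tested for this library.

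The share of counts on mitochondrial genes was far above the rest of its group in whole cell D1 library number 5 (1.40%, the nearest 0.498%) and in whole cell D2 library number 1 (0.331%, the nearest 0.144%). The glial score was far below the rest in whole cell D2 library number 1 (-1.39) and in nuclear D1 library number 2 (2.25, the nearest 3.26). With the glial score as a covariate, 1403 whole cell DEGs and 175 RiboTag DEGs were called, so glial RNA did not account for these numbers. In nuclear libraries 1 DEG was left, but the score was itself lower in D2 libraries, and the difference between cell types cannot be told apart from glial RNA there.

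Among RiboTag libraries, D1 female number 4 lay far from its group in the share of counts on protein-coding genes (22.7%, the nearest 25.1%) and on the 10 highest genes (87.5%, the nearest 85.7%). RiboTag D2 male number 1 had the lowest log2 CPM of Drd1 in its group, 2.32, the nearest being 2.90. On Y-linked genes, D1 female number 6 had 0.246 CPM, the nearest being 0.0679, and D2 female number 2 had 0. No biological explanation was tested for these libraries, and chance gives some such values.

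Penk differed between methods in its difference between cell types. The D2 minus D1 log2 difference was 5.62 higher in whole cell than in nuclear libraries by the test of the cytosolic contrast. All 8 canonical markers in the model differed between these methods by this test, 6 of 6 of them away from Drd1 and Drd2. In nuclear libraries, 0 of the 6 markers away from Drd1 and Drd2 had an adjusted p-value within 0.05 in the direction of their cell type. This number depended on the FPKM filter. Without it, nuclear log2 fold changes of the named genes moved down together, as for Drd2 from 1.74 to 0.57 and for Penk from -2.41 to -3.63, so the values that follow are no evidence on single markers. The log2 fold change was -1.95 for Chrm4 (adjusted p = 0.0161), -1.39 for Pdyn (adjusted p = 0.0126) and -1.66 for Tac1 (adjusted p = 0.00937), in their own direction, but also -2.38 for Gpr6 (adjusted p = 0.027) and -1.28 for Adora2a (adjusted p = 0.0203), in the opposite one. Nuclei of both cell types in a sorted fraction would lower such differences, so a mixed sample is a candidate explanation for the markers with a small nuclear difference, and it cannot be told apart from regulation after transcription. It does not account for Penk, whose nuclear log2 fold change was -2.41, in the direction opposite to its cell type. The nuclear groups also differed in the share of counts on mitochondrial genes. It ranged from 0.162 to 1.78% in nuclear D1 and from 0.0298 to 0.133% in nuclear D2 libraries. Whether this difference bears on Penk or on other D1-enriched nuclear genes was not tested. Genomic DNA was tested as another explanation for nuclear fold changes that are unrelated to those of RiboTag. Pearson's r across genes was -0.0119 before and -0.0053 after the expected background was subtracted. The subtraction hardly moved it, so this test cannot rule background out.

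A signal was present on genes taken to be silent in the NAc. Olfactory and vomeronasal receptor genes had 3.14 ± 0.721 counts per kilobase at equal library size (SD, n = 5) in nuclear D2 libraries, against 0.577 ± 0.647 (SD, n = 6) in nuclear D1, 2.35 ± 1.07 (SD, n = 9) in whole cell D1, 1.54 ± 0.901 (SD, n = 6) in whole cell D2 and 0.00237 ± 0.000283 (SD, n = 6) in RiboTag D1 libraries. Reads from genomic DNA could give such counts. In a male, DNA holds a single copy of chromosome X. The ratio of chromosome X to autosomes in nuclear D2 libraries was 0.522, from 9 genes of chromosome X. Over genes without a count in RiboTag libraries, 248 of them on chromosome X, it was 0.266 ± 0.00653 (SD, n = 5), lower than a single copy would give. DNA therefore cannot be told apart from leaky transcription of the nucleus. With the background subtracted, 335 D2-enriched nuclear DEGs were called, against 295, so the subtraction did not lower their number. Of the 998 nuclear DEGs then called in either direction, 823 were among the 1132. Background cannot be ruled out for the D2-enriched DEGs of low FPKM.

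In 6 RiboTag libraries labelled male, Xist had more counts than the Y-linked genes. A mislabelled or mixed sample may account for this. Over all 12 RiboTag libraries labelled male, the mean log2 CPM of genes that escape X inactivation was lower where the Y-linked counts were higher (Spearman's rho = -0.741, n = 12, p = 0.0058). It lay between 4.25 and 4.80 in these libraries and between 4.70 and 4.89 in those labelled female. D1 and D2 libraries were not held apart in this test. A biological explanation was not tested.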

How the results depend on the processing

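The tests of library depth, background and the few highest genes were chosen only after the results were seen. Of the alternatives to 58 summary results, 136 left the direction and the side of the threshold, or the size of a count, as they were, 23 made the result weaker, 34 stronger, 15 reversed it and 7 moved a value. Other splits of the same libraries gave as many DEGs as the real split, itself included, in 1 of 48 nuclear, 3 of 64 whole cell, 1 of 32 male RiboTag and 1 of 16 female RiboTag splits, the last too few to go under 0.05. For genes that differ by labelled sex it was 3 of 100 splits, for transcriptional regulation 1 of 48, for cytosolic and for translational regulation 5 of 100 each, so chance was not excluded for the last pair. For the sex by cell type interaction, with 0 genes and 510 at an unadjusted p under 0.05, it was 100 of 100, which tells nothing. Where a value changed and no test is given, the cause was not tested.

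The number of nuclear DEGs, 1132, was 7290 without the FPKM filter, 7265 with the FPKM filter of RiboTag and 7355 with summed exons as gene length. It ranged from 370 to 1495 across the 11 fits that each left out one replicate. With the sequencing lane as a covariate it was 918. Of settings chosen after seeing the data, leaving the 10 highest genes out of the library size gave 2645, and the background subtracted without the FPKM filter gave 5249.

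The whole cell DEGs, 221 D1-enriched and 108 D2-enriched, changed their balance to 109 and 240 with DESeq2's size factors (349), to 330 and 524 with DESeq2 (854), to 19 and 22 without the FPKM filter (41), to 24 and 37 with the RiboTag FPKM filter (61), to 19 and 21 with summed exons (40) and, chosen after seeing the data, to 192 and 203 with the background subtracted (395). The number was 720 with lanes kept apart, 161 without the ninth D1 library and 174 with that library summed with number 1. It was 54 with the background subtracted and no FPKM filter, chosen after seeing the data.

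With the replicate number as a block, nuclear DEGs numbered 0 and whole cell DEGs 129. The same numbered libraries without the block, a setting chosen after seeing the data, gave 234 and 697. The correlation between paired libraries was -0.0635, -0.0677, 0.0217, -0.0194 and -0.029, and the paired libraries came from different mice.

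The male RiboTag DEGs, 174, numbered 333 without the FPKM filter, 43 with the filter of the other methods, 331 with summed exons, 542 without the fold change threshold and 451 with the 10 highest genes left out of the library size, chosen after seeing the data. The female RiboTag DEGs, 134, numbered 35 with the filter of the other methods, 270 without the fold change threshold and 278 with the 10 highest genes left out, chosen after seeing the data, and from 117 to 147 across the 10 fits that each left out one replicate. D1-enriched DEGs shared by libraries labelled male and female, 63, numbered 14, 111 and 125 under these settings, and D2-enriched ones, 38, numbered 13, 79 and 66. The 3 genes that differed by labelled sex became 0 with DESeq2 (549 at an unadjusted p under 0.05), 6 without the FPKM filter and 16 in D2 libraries alone. The interaction gave 3 genes with DESeq2. DEGs shared by at least 2 methods were 103 D1-enriched and 52 D2-enriched with DESeq2, and 41 and 13 with the strict FPKM filter in RiboTag.

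With a looser gene filter, which tested 30323 genes in place of 4631, transcriptional regulation was found in 11604 genes and cytosolic regulation in 6933. With the dispersion from the methods of the contrast only, cytosolic regulation was found in 712. Translational regulation was found in 208 genes with DESeq2 and 166 with lanes kept apart, in 149 with the background subtracted, chosen after seeing the data, and in 170 and 34 with that dispersion and that filter, where the larger number was D2-enriched in place of D1-enriched.

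Cell types differed on PC1 of whole cell libraries with log2 CPM (exact permutation p = 0.0016). Their difference on PC2 was then not within 0.05 (exact permutation p = 0.0935), nor was it over all genes (exact permutation p = 0.0571). The variance explained by method was 56.2% over genes passing the filters of all methods, 48.1% with fixed effects and 51.2% with lanes kept apart. The residual was 38.7, 48.6 and 45.0% under these settings, and cell type 5.10% under the first of them. The nuclear spread, D2 minus D1, was -32.1 over the 500 most variable genes, and from -79.2 to -43.4 across the fits that each left out one replicate. It was -16.5 with variance-stabilized counts and, chosen after seeing the data, -28.0 with the background subtracted (exact permutation p = 0.273). Without the FPKM filter, the protein-coding share was -3.34 points lower in whole cell than in nuclear DEGs and 12.3 points higher in RiboTag than in whole cell DEGs. With DESeq2, the ratio of the FPKM of D1-enriched to D2-enriched whole cell DEGs was 1.21, a setting added after seeing the data, and the regression estimate was -2.79.

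By the first principal component, the score of the D1 nuclear hub genes in RiboTag libraries differed by 4.59, that of the D1 RiboTag hub genes in whole cell libraries by -2.01 and that of the D2 nuclear hub genes in RiboTag libraries by 0.388. Without Drd1 and Drd2, the D1 whole cell hub genes differed by -0.286 in RiboTag libraries. As a share of all counts, the immediate early gene score, D2 minus D1, changed from -0.811 to 0.00168 in nuclear and from -0.0918 to 2.7e-05 in whole cell libraries, and the glial score from -0.795 to -0.00942 in nuclear and from 0.0367 to -0.00141 in RiboTag libraries. Between methods, the immediate early gene score as a share of all counts was -0.00579 for nuclear minus whole cell, 0.00594 for nuclear minus RiboTag and 0.0117 for whole cell minus RiboTag, and the glial score 0.0417 for whole cell minus RiboTag.

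The median FPKM of genes passing all filters, RiboTag minus nuclear, was -0.584, but 1.11 with libraries scaled together and 1.86 with the 10 highest genes left out. RiboTag minus whole cell was -1.34, and 1.01 and 1.35 under these settings, both chosen after seeing the data.

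Among 28 named genes and 574 alternatives, 497 kept their direction and side of the threshold, 32 were weaker, 22 stronger and 23 reversed. In nuclear libraries, the log2 fold change without the FPKM filter, with the RiboTag filter and with summed exons was -0.76, -0.75 and -0.71 for Lrrn2, -0.22, -0.22 and -0.18 for Rab4b, -0.72, -0.72 and -0.68 for Klf13 and -0.93, -0.93 and -0.89 for Mapt. Drd2 also moved down without the filter, from 1.74 to 0.57, so these changes are not of single genes. With the background subtracted and no FPKM filter it was -0.20 for Lrrn2, -0.34 for Klf13 and -0.37 for Mapt, and with the 10 highest genes left out -0.15 for Mapt, settings chosen after seeing the data. Pdyn had 0.167 with the block, 0.157 in the same libraries without it, and -0.353 to 0.0331 across the fits that each left out one replicate. Adora2a had 0.0799 with the background subtracted and -0.1715 to 0.0749 across those fits, of which 0.0102, 0.0562 and 0.0749 were above zero. Of 596 alternatives to 38 other results, 506 left them as they were, 34 made them weaker, 24 stronger, 28 reversed them and 4 moved them.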

Differences from the paper's values

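No test of a cause is given in this part. The alternatives named here were set before the data were examined, except where another time is given. The paper's number of nuclear DEGs is 2361 and the number here was 1132. For whole cell DEGs the paper's number is 1416 and the number here 329. The glial score as a covariate, a test set before its result was seen, gave 1403 whole cell DEGs, and leaving the 10 highest genes out of the library size, chosen after seeing the data, gave 2645 nuclear DEGs, both within 1.5 times the paper's numbers. The other alternatives closed neither gap. Here and for the numbers, medians and distances that follow, a gap is called closed where the value lies within 1.5 times the paper's. The paper's numbers of DEGs shared by at least 2 methods are 134 D1-enriched and 64 D2-enriched, against 62 and 21 here. With DESeq2 they were 103 and 52, and without the FPKM filter the first was 92, which closed these gaps, while the strict FPKM filter did not.

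In Fig. 1d, read by eye, D2-enriched nuclear DEGs number about 1200, against 295 here, and 1325 without the FPKM filter, 1333 with the RiboTag filter and 1670 with summed exons closed the gap. D1-enriched whole cell DEGs number about 730 in Fig. 1d, against 221 here, closed by 532 with lanes kept apart. D2-enriched whole cell DEGs number about 680 in Fig. 1d, against 108 here, closed by 524 with DESeq2. The D1-enriched whole cell gap was also closed by 1014 with the glial score as a covariate and by 591 in the same numbered libraries without the block, the last chosen after seeing the data. The other alternatives closed none of these gaps.

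The paper's median log(FPKM + 1) of whole cell DEGs is 0.61 and the value here was 0.919, with 0.889 under DESeq2 within 1.5 times the paper's, though little nearer to it, and summed exons not. The paper's median variance is 0.13 for whole cell and 0.02 for RiboTag DEGs, against 0.0846 and 0.00442 here, both closed by summed exons (0.174 and 0.0264) and not by DESeq2. For D2-enriched nuclear DEGs the paper's median variance is 0.31, against 0.0139 here, and no alternative closed the gap.

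The paper's distance between the whole cell and RiboTag centroids is 69, against 113.2 here, and no alternative closed the gap. Its mean distance to the RiboTag centroid is 1.7, against 0.873 here, closed by log2 CPM (1.63). Over all genes it was 5.16 ± 4.00 (SD, n = 12), farther from the paper's value, which lies within this spread. The paper gives method 32.0% of the variance, against 52.5% here, and no alternative closed the gap. PC2 carries about 19% in Fig. 2a, read by eye, against 3.85% here, with no alternative closing the gap.

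DEGs shared by the sexes number about 33 D1-enriched and about 22 D2-enriched in Fig. 6d, read by eye, against 63 and 38 here. The replicate number as a block closed the gap for the D1-enriched ones, with 49, as did the same numbered libraries without the block, with 46, chosen after seeing the data, and no alternative closed the other. The paper's adjusted p-value is 0.0003 for Gabpa, against 0.0254 here, and 0.04 for Maz, against 0.0983 here. No alternative closed these gaps. The values here are adjusted over all genes tested. Adjusted over Gabpa, Creb1 and Maz alone, a setting computed after seeing the values, they were 0.000644 for Gabpa, 0.00545 for Creb1 and 0.0374 for Maz, which is then within 0.05 as in the paper.

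In the supplement, the paper's regression estimate for the standard error is -5.409, against 1.72 here. The paper's correlations of mean FPKM are 0.4789 for nuclear and whole cell, 0.24 for nuclear and RiboTag and 0.03269 for whole cell and RiboTag libraries, against 0.321, 0.292 and 0.0500 here. Its correlations of variance are 0.2894 for nuclear and whole cell and -5.329e-05 for whole cell and RiboTag libraries, against 0.0395 and 0.00104 here. The paper's log2 fold changes in whole cell libraries are 2.629 for Penk, 2.988 for Drd2 and -1.941 for Drd1, against 3.16, 5.30 and -5.08 here. In RiboTag libraries they are 1.487 for Drd2, -1.082 for Drd1 and 1.004 for Penk, against 2.71, -1.94 and 2.31 here. No alternative set before the data were examined closed the gaps of the fold changes or the regression, and none was run for the correlations.

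Some directions in the paper also differ. It states that standard errors were higher in non-overlapping nuclear DEGs, where the medians here were 0.371 in overlapping and 0.291 in other nuclear DEGs, while with DESeq2 they were 0.290 and 0.310. It states a higher variance of D2-enriched than of D1-enriched nuclear DEGs and of D2 than of D1 nuclei, where the values here were lower in D2. It lists more genes without a characterized name among the 20 most variable by method than the 7 found here. Creb1 was called D1-enriched with lanes kept apart (adjusted p = 0.0388) and, chosen after seeing the data, in the same numbered libraries without the block (adjusted p = 0.0427).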

Other observations

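The tests of a few genes taking most of the counts and of background were chosen only after the results were seen. Of 8 genes tested within 200 kb of Drd1 or Drd2 in nuclear libraries, 3 were enriched in the same direction as the receptor gene (Fisher's exact test against other genes, p = 0.0681). In whole cell libraries it was 7 of 12 (Fisher's exact p = 2.39e-07), against 77 of 1797 other genes, and in RiboTag libraries 1 of 4 (Fisher's exact p = 0.306). Copies of neighbouring genes on the transgenes may account for the whole cell result, while 8 and 4 genes are too few for the test to settle the others. Sfxn1 and Ankk1 differed in the direction of their receptor gene in all 3 methods, with adjusted p = 0.0186 and 5.87e-05 in nuclear and 8.58e-16 and 1.73e-08 in RiboTag libraries, where the filter on the mean count left Ankk1 out of the DEGs. Regulation shared by neighbouring genes was not tested.

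Reads shared with an overlapping gene are a candidate explanation for part of the non-coding nuclear DEGs, since 42.0% of them overlapped a DEG of the same direction, against 5.46% of the other non-coding genes. Shared regulation of overlapping genes was not tested.

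A few genes taking most of the counts did not fully account for the low median FPKM of RiboTag genes over all genes with a count. With the 10 highest genes left out, the median rose from 0.0215 to 0.171, against 0.448 in nuclear and 0.458 in whole cell libraries. By the share of genes with an FPKM of at least 1, RiboTag moved from the lowest to the highest place, with 22.9% in RiboTag, 19.4% in nuclear and 20.9% in whole cell libraries, so the answer depends on the measure.

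Immediate early genes had a mean log2 CPM that differed by -0.352 between whole cell and RiboTag libraries, whole cell being lower. As a share of all counts the direction was reversed, with whole cell libraries higher by 0.0117. A response to enzymatic dissociation would raise it, but the direction depends on the measure, methods also differ in the RNA they recover, and this cannot be told apart.

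The lanes of whole cell D2 library number 3 differed by 1.04 times the variance expected from sampling. The other 20 pairs of whole cell D2 columns, with each of these lanes paired separately with the other libraries, differed by 19.2 to 386.9 times. The ninth whole cell D1 library and number 1 differed by 6.25 times, against a median of 37.75 and a range of 5.53 to 130.3 for 35 pairs of other whole cell D1 libraries, all but 1 of which differed more.

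Of 24 comparisons of cell type scores between D1- and D2-MSNs, RiboTag D2 libraries were lower in the endothelial score (-1.18, adjusted exact permutation p = 0.026) and in the glutamatergic score (-2.55, adjusted exact permutation p = 0.026). As a share of all counts these were lower as well (adjusted exact permutation p = 0.0195 and 0.0148), as were the astrocyte and interneuron scores of RiboTag D2 libraries, while the microglia, endothelial, interneuron and glutamatergic scores were higher in nuclear D2 libraries (adjusted exact permutation p = 0.0148 each). The calls thus depend on the measure.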
